# Aging Activates the Immune System and Alters the Regenerative Capacity in the Zebrafish Heart

**DOI:** 10.3390/cells11030345

**Published:** 2022-01-20

**Authors:** Hanna Reuter, Birgit Perner, Florian Wahl, Luise Rohde, Philipp Koch, Marco Groth, Katrin Buder, Christoph Englert

**Keywords:** aging, zebrafish heart, age-dependent regeneration, immune cells, cryoinjury

## Abstract

Age-associated organ failure and degenerative diseases have a major impact on human health. Cardiovascular dysfunction has an increasing prevalence with age and is one of the leading causes of death. In contrast to humans, zebrafish have extraordinary regeneration capacities of complex organs including the heart. In addition, zebrafish has recently become a model organism in research on aging. Here, we have compared the ventricular transcriptome as well as the regenerative capacity after cryoinjury of old and young zebrafish hearts. We identified the immune system as activated in old ventricles and found muscle organization to deteriorate upon aging. Our data show an accumulation of immune cells, mostly macrophages, in the old zebrafish ventricle. Those immune cells not only increased in numbers but also showed morphological and behavioral changes with age. Our data further suggest that the regenerative response to cardiac injury is generally impaired and much more variable in old fish. Collagen in the wound area was already significantly enriched in old fish at 7 days post injury. Taken together, these data indicate an ‘inflammaging’-like process in the zebrafish heart and suggest a change in regenerative response in the old.

## 1. Introduction

The gradual decline of tissue functionality is the main reason humans suffer from age-related diseases. The ability to replace missing or damaged tissue, organs or even entire body parts and functionally integrate these regenerates into the existing structures is limited to a few organs, including the liver, intestine, skeletal muscle and the hematopoietic system. Organ failure and degenerative diseases thus have a major impact on human health, especially when we age. Cardiovascular diseases are the leading cause of death, representing 32% of all deaths globally in 2019 (World Health Organization—www.who.int (accessed on 3 September 2021)). The prevalence of cardiovascular diseases escalates with increasing age, that is, a cross-sectional study reports for England such diseases to be present in less than 1% of people under the age of 50 but in over 40% of people over the age of 80 years [1]. A considerable part of this morbidity and mortality is due to irreversible damage of the heart muscle. Myocardial infarction, the acute blockage of a coronary artery, leads to the formation of a non-contractile scar post injury that impairs heart function. Hence, prevention and treatments to improve patient care are needed, especially in the elderly. In order to prevent age-related cardiac diseases, it is therefore of importance to understand the respective age-associated risk factors. In addition, it is of great interest to understand molecular mechanisms underlying regeneration processes to devise and improve regenerative strategies in humans.

The potential to regenerate tissues and organs is widespread in the animal kingdom; however, it is extremely variable. In contrast to humans, other vertebrates such as the zebrafish have extraordinary regeneration capacities to repair complex organs such as the telencephalon, spinal cord, kidney and appendages after severe injury [2,3,4,5]. The zebrafish heart has been proven to possess robust regenerative capacities and several injury models are available, namely ventricular apex amputation, cryoinjury, genetic cardiomyocyte depletion, and hypoxia [6,7,8,9,10,11]. The cryoinjury method induces local necrosis, triggers apoptosis and involves the formation of a fibrotic scar. That is why this method is considered a model that resembles myocardial infarction in humans. The zebrafish heart consists of a single atrium and a single ventricle with blood entering via the sinus venosus and exiting through the bulbus arteriosus, which is made of smooth muscle and non-contractile. The epicardium covers the myocardium externally and the endocardium is the innermost layer. The zebrafish cardiac muscle can be divided into the cortical myocardium (compact layer) that is supported by coronary vessels and the inner trabecular myocardium with sponge-like muscular structures. Several key steps in the regeneration process of the heart have been identified for zebrafish (reviewed in [12]). During the early response to ventricular cryoinjury, tissue death triggers an inflammatory response that involves the recruitment of immune cells to the wound area. Epicardial and endocardial cells get activated, proliferate and cover the injured area. Myofibroblasts appear in the injured area and accumulation of extracellular matrix occurs, resulting in the formation of a fibrotic scar. Cardiomyocytes at the border zone between wound and intact muscle proliferate and repopulate the injury zone. The fibrotic tissue is eventually efficiently resolved. In zebrafish, cardiac fibrosis is thus only observed transiently, in contrast to humans. It has been shown that the heart not only regenerates on a structural level but the regenerated myocardium also becomes electrically coupled and electrical activity of the heart returns to normal [8,13]. Only the regenerated muscle wall shows an expansion of the cortical myocardium after the regeneration process is completed. On the contrary, the heart in mammals is considered a non-regenerative organ harboring post-mitotic and terminally differentiated tissue. However, studies using stable isotope incorporation have provided evidence for cardiomyocyte renewal in humans, at very low rates [14,15]. Although the rare events of cardiomyocyte renewal cannot compensate for the damage of a myocardial infarction, these results lead to hope that therapeutic strategies that help driving myocardial renewal might eventually be developed even for humans.

An aging related decline in the regenerative potential of specific tissues in mammals has been observed, that is, for skeletal muscle and the liver [16,17]. Similarly, age-dependent decline in the capacity to regenerate the caudal fins has been reported for the short-lived fish *Nothobranchius furzeri*, suggesting that regenerative processes are initiated later in the old and that overall regeneration is more efficient in younger fish [18]. Interestingly, the neonatal mouse hearts possesses regenerative potential that is lost by 7 days of age [19]. These findings indicate that regeneration potential significantly depends on the age of the organism. In contrast, life-long regeneration has been proposed for the zebrafish fin as well as for the heart [20]. Other studies reported that age-related declined regenerative capacity correlates with impaired fin formation [21,22]. These differences might result from a rather wide or non-uniform definition of “old” in zebrafish. Given a median life span of approximately 36 to 42 months and a maximum life span of up to 66 months [23], fish used in the study reporting life-long capacities were 26- to 36-month-old and might not represent a cohort of truly old fish.

After decades of developmental research, zebrafish has recently also become a model organism in research on aging. The zebrafish shows several changes with age that are typical signs of aging in humans, on the cellular and molecular as well as the organismic level. Such phenotypes include the appearance of senescence-associated beta-galactosidase activity in the skin and the accumulation of oxidized proteins in the muscle, as well as spinal curvature and skeletal degeneration [24,25]. Furthermore, decreased neurogenesis has been reported for the brain as well as impairment of cognitive function [26,27,28]. Concerning the zebrafish heart, age-associated changes in electrical function, pathophysiological changes and an increase of sinus arrest episodes have been described [29,30,31]. Additionally, in recent studies, the use of genetic manipulations in zebrafish has helped in defining and investigating molecular drivers of aging or longevity, such as *celsr1a*, *klotho* and *rag1*, encoding a non-classical cadherin, a hormone and a lymphoid-specific endonuclease, respectively [32,33,34].

Here, we have compared the ventricular transcriptome as well as the regenerative capacity after cryoinjury of 7-month-young and 4-year-old zebrafish hearts. We identify the immune system as increasingly activated with age and show an accumulation of immune cells, mostly macrophages, in the old zebrafish ventricle. Our data further suggest that the regenerative response to cardiac injury is generally impaired and much more variable in old fish with a subset of animals still showing young-like regenerative capacity at an age of more than 3.5 years.

## 2. Materials and Methods

### 2.1. Fish Maintenance

Wild type zebrafish (*Danio rerio*) were obtained from matings of the AB and TU strains. All fish were housed in the fish facility at the Leibniz Institute on Aging—Fritz Lipmann Institute in standard conditions under a 14-h-light and 10-h-dark cycle. All animal procedures were performed in accordance with the rules of the German Animal Welfare Law and approved by the Landesamt für Verbraucherschutz Thüringen, Germany. Published strains used in this study include: wild-type AB TU, *Tg(pu.1:GFP)*^zdf11Tg^ [35] and *Tg(mpeg1.1:NTR-EYFP)*^w202Tg^ [36].

### 2.2. Zebrafish Cardiac Injuries and Sample Collection

Cardiac ventricular cryoinjury experiments were conducted using adult zebrafish as described previously [37]. Adult fish were anesthetized, their pericardial cavity opened and a copper filament pre-cooled in liquid nitrogen was placed on the ventricular surface of the exposed heart until thawing. Pericardial cavity of sham treated animals was opened but no heart damage was induced. Adult zebrafish were euthanized with an overdose of tricaine and hearts dissected out and processed as described previously [37]. Similarly, hearts of uninjured young and old fish were collected. Sample sizes and age are indicated in each figure legend.

### 2.3. RNA-Sequencing

Total RNA was extracted from zebrafish ventricles using trizol according to the manufacturer’s protocol. Sequencing of RNA samples was performed using Illumina’s next-generation sequencing methodology [38]. In detail, 11 total RNA samples were quantified and quality checked using Agilent 2100 Instrument in combination with RNA 6000 Pico assay (both Agilent Technologies, Santa Clara, CA, USA). Three samples per group (young and old) were chosen based on the RIN (RNA Integrity Number) in order to guarantee using samples with the best quality. Libraries were prepared from 160 ng of input material (total RNA) using NEBNext Ultra II Directional RNA Library Preparation Kit in combination with NEBNext Poly(A) mRNA Magnetic Isolation Module following the manufacturer’s instructions (New England Biolabs, Ipswich, MA, USA). Quantification and quality check of libraries was done using an Agilent 2100 Bioanalyzer Instrument and DNA 7500 assay (Agilent Technologies, Santa Clara, CA, USA). Libraries were pooled and sequenced using a HiSeq 2500 system (San Diego, CA, USA) in 51 cycle/single-end/high-output mode. Sequence information was converted to FASTQ format using bcl2fastq v2.20.0.422.

### 2.4. Differential Gene Expression Analysis

The RNA sequencing reads were aligned to the zebrafish reference genome (GRCz11 with the Ensembl genome annotation Release 95) using STAR 2.5.4b (parameters: --alignIntronMax 100,000, --outSJfilterReads Unique, --outSAMmultNmax 1, --outFilterMismatchNoverLmax 0.04) [39]. For each gene, all reads that mapped uniquely to one genomic position were counted with FeatureCounts 1.6.3 (multi-mapping or multi-overlapping reads were discarded, stranded mode was set to “–s 2”) [40]. Differentially expressed genes (DEGs) were determined with R 3.5.2 using the package DESeq2 1.22.2 [41]. Only genes that have at least one read count in any of the analyzed samples of a particular comparison were subjected to DESeq2. Three old zebrafish ventricle samples were contrasted to three young ventricle samples. For each gene in each comparison, the *p*-value was calculated using the Wald significance test. Resulting *p*-values were adjusted for multiple testing using the Benjamini and Hochberg correction. The log2 fold change values were shrunk with the DESeq2 function lfcShrink (type = “normal”) to control for variance of L2FC estimates for genes with low read counts. Genes with an adjusted *p* < 0.05 were considered differentially expressed.

### 2.5. Gene Ontology Enrichment Analysis

Over-represented GO terms of the differentially up or down regulated genes (adjusted *p* value < 0.05) were determined with R using the Clusterprofile package [42] and itsenrichGO function (with pAdjustMethod = “BH”, pvalueCutoff = 0.01, qvalueCutoff = 0.05). Results were visualized with *dotplot* or *cnetplot* (with circular = TRUE).

### 2.6. Data Comparison with Klotho Mutant

We compared the Ensembl IDs of our 1233 DEGs in old vs. young ventricles with the Ensembl IDs of 4927 genes identified as differentially expressed in hearts of *klotho* mutants compared to wild types [32] using R. Results were visualized with the package *VennDiagram* and *ggplot2*. Over-represented GO terms of the overlapping genes were determined as described above.

### 2.7. Electron Microscopy

Heart ventricles of three young and three old fish were isolated and immediately fixed in Karnovsky Fixative (4% PFA/5% Glutaraldehyde in 0.1 M cacodylate buffer, pH 7.3) for at least one day at 4 °C. For a secondary fixation the samples were incubated in 2% OsO_4_/1% Potassium ferrocyanide in 0.1 M cacodylate buffer for 3 h at 4 °C in the dark followed by dehydration in an ascending water/acetone series and embedded in epoxy resin ‘Epon’ (glycid ether 100, SERVA, Heidelberg, Germany). The resin was allowed to polymerize for 2 d at 60 °C in flat embedding molds. After curing the samples were trimmed with a Reichert UltraTrim (Leica, Wetzlar, Germany). Sagittal semithin sections of 0.5 µm with an Azure staining (Richardson et al., 1960) were executed for light microscopy analysis. Ultrathin sections of 55 nm without poststaining were placed onto copper slot grids coated with a Formvar/Carbon layer for TEM analysis. All sections were made with an ultramicrotome (Reichert Ultracut S; Leica, Wetzlar, Germany) and electron micrographs were taken on a JEM 1400 electron microscope (JEOL, Akishima, Japan) using an accelerating voltage of 80 kV and coupled with Orius SC 1000 CCD-camera (GATAN, Pleasanton, CA, USA). Software: GATAN MICROSCOPY SUITE Vers. 2.31.734.0.

### 2.8. Histological and Immunofluorescence Staining of Sections

Hearts were fixed in 4% PFA overnight, either dehydrated with a series of 4%, 20% and 30% sucrose before freezing in cryo-embedding medium (Neg-50—Thermo Scientific, Waltham, MA, USA) or dehydrated with an increasing gradient of ethanol before xylene and paraffin treatment using an automated vacuum tissue processor (Thermo Fisher Scientific, Waltham, MA, USA). Serial tissue sections were collected from paraffin and cryo embedded samples as described in [43] using a microtome or microm cryostat, respectively. Acid fuchsin-orange G (AFOG) stain was used on paraffin tissue sections to detect fibrotic tissue (muscle brown-orange, fibrin/cell debris red, collagen blue) [6]. Deparaffination was carried out using an automated slide stainer (Leica, Wetzlar, Germany). In situ hybridizations were performed on paraffin sections and Oil red O stain as well as SA-activated beta-galactosidase stainings were performed on cryo tissue sections to detect lipid droplets and senescence, respectively (See Supplementary Materials for details). Immunofluorescence staining on sections was performed as described for pre-fixed samples in [44] using the following antibody dilutions: chicken anti-L-Plastin at 1:500 (kind gift of P. Martin), secondary antibodies according to species specificity of primary antibodies at 1:500 (Alexa Fluor secondary antibodies, Thermo Fisher Scientific, Waltham, MA, USA). DNA was counterstained with Hoechst. Slides were mounted in ProLong Gold Antifade Mountant (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA).

### 2.9. Whole-Mount Immunofluorescence Staining and Tissue Clearing

Hearts were fixed in 4% PFA overnight, dehydrated in an increasing gradient of methanol, and incubated in methanol at −20 °C. Whole-mount immunofluorescence staining and tissue clearing using ScaleA2 [45] were performed as previously described [44]. Briefly, whole-mount tissue was permeabilized with 0.3% Triton X-100 in PBS, antigen retrieval was performed by incubation in 65 °C warm 10 mM sodium citrate buffer (pH 6.0) for 30 min, blocked (5% NGS, 1% DMSO, and 0.5% Triton X-100) for at least 2 h at room temperature, and incubated with the respective primary antibodies (diluted in blocking solution) at 4 °C for 3 days. The following dilution were used: chicken anti-L-Plastin at 1:500 (kind gift of P. Martin), mouse anti-Tropomyosin at 1:20 (CH1, Developmental Studies Hybridoma Bank, University of Iowa, Iowa City, IA, USA), rabbit anti-GFP 1:200 (A-11122, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), chicken anti-GFP at 1:400 (ab13970, abcam, Cambridge, UK). rabbit anti-PU.1/Spi1B at 1:100 (GTX128266, GeneTex, Irvine, CA, USA), rabbit anti-Fibronectin at 1:100 (F3648, Sigma-Aldrich, St. Louis, MO, USA). Samples were incubated with secondary antibodies according to species specificity of primary antibodies at 1:500 (Alexa Fluor secondary antibodies, Thermo Fisher Scientific, Waltham, MA, USA) and stored in clearing solution at 4 °C until imaging.

### 2.10. Imaging of Fixed and Stained Samples

Images of histological stainings and in situ hybridization were acquired with a slide scanner AxioScan Z1 (Zeiss, Jena, Germany). Fluorescent images of tissue sections were acquired with a Zeiss Axio Imager or Zeiss Axio Observer Z1 equipped with an ApoTome slider for optical sectioning (Zeiss, Jena, Germany). Cleared and whole-mount stained specimen were imaged in ScaleA2 with a light sheet microscope (Lightsheet Z1, Zeiss, Jena, Germany) enabled for dual side illumination and equipped with a 20× detection objective.

### 2.11. Ex Vivo Live Imaging of the Zebrafish Heart

Hearts of old and young transgenic (*mpeg:YFP*) animals were dissected out into PBS, the atrium was removed and the ventricle was mounted into 0.9% agarose (in PBS) into a glass capillary (internal diameter 2.19 mm, outer diameter 2.75 mm) and mounted (one heart at the time) into the sample holder of a light sheet microscope (Lightsheet Z1, Zeiss, Jena, Germany). The hearts were incubated in PBS at 29 °C, which insured cell (mpeg+) activity for more than three h after the dissection of the ventricle. Images were acquired every 2 min for 90 cycles (2 h 58 min) using dual side illumination and a 20× detection objective.

### 2.12. Image Processing, Analysis and Statistics

ZEISS ZEN software (blue addition) was used for brightness and contrast adjustment, dual side fusion (lightsheet data) and image export. Three dimensional (3D) reconstruction and animation was performed with arivis Vision4D. For injury measurement, collagen, fibrin and muscle area segmentation were trained using the machine learning algorithms of the ZEISS software module ZEN Intellesis. Trained models were then applied for image segmentation and analysis to measure wound area and intact muscle area. Evenly-spaced AFOG-stained serial sections of the whole heart were analyzed. Analyses included the ventricular area only. To calculate the percentage of ventricular injured area, the total wound (fibrin+ collagen) area was normalized to the total muscle area for each heart. Collagen amount in uninjured and sham treated hearts was similarly analyzed. Valves were excluded from collagen measurements. Individual models for each staining and time point image set were trained. The software module ZEN Intellesis was also used to train models for L-Plastin counts and muscle area in fluorescent images. The L-Plastin counts per section were normalized to the measured muscle tissue area of the section. Macrophage tracking was performed with arivis Vision4D. Briefly, first the voxel operation denoising was done using particle enhancement, followed by segment generation using the watershed function to identify cells, segment feature filtering for volume to remove debris and the tracking analysis as final segment operation. If necessary, a drift correction was performed before analysis. Segment counts, sphericity, speed and displacement were computed by arivis Vision4D and used for further statistical analyses. Tracks shorter than five time points were excluded from the analysis. In case of a remaining beating movement, the respective time points were excluded from analysis. Movies and images color coded for sphericity were generated with arivis Vision4D. Statistics (one-way ANOVA, post-hoc Tukey HSD, Wilcoxon rank sum test, *t*-test) were computed with R. The boxplots indicate the median of the data. The upper and lower hinges correspond to the first and third quartiles (inner quartile range). The upper and lower whiskers extend from the hinge to the highest and lowest values, respectively (within 1.5 × inner quartile range). Outliers are plotted as points.

## 3. Results

### 3.1. Global Transcriptional Changes in the Aging Zebrafish Ventricle Are Associated with the Actin Filament and the Immune System

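The RNA-Seq data came from 3 ventricle samples of old fish (4 years) and 3 of young fish (7 months). Poly(A)-selected, strand-specific libraries were sequenced as single-end reads, and the paper's methods state that the samples of each group were chosen from a larger set by their RNA integrity. The authors aligned the reads to GRCz11 with STAR and counted the uniquely mapped reads on each gene of the Ensembl annotation with featureCounts. They discarded reads that mapped to several positions or overlapped several genes, so the counts of near-identical gene copies are uncertain. The deposited table holds these raw counts for 32520 genes, without normalization. The counts summed to 20699061, 17742389 and 22547518 in old replicates 1, 3 and 5 (median 20699061) and to 19695286, 22204754 and 22300386 in young replicates 1, 2 and 5 (median 22204754). A gene without counts in a library may still have had up to 3 counts, which is a floor of 0.124 to 0.161 CPM (counts scaled by library size and TMM factor), depending on the library. These floors cover counting error only. Mitochondrially encoded genes took 12.9% ± 1.39 (SD, n = 3) of the counts in old ventricles and 16.3% ± 1.55 (SD, n = 3) in young ventricles. Across the 13516 more strongly expressed genes, which are not independent replicates, log CPM of any 2 libraries correlated with Pearson's r between 0.898 and 0.965. The first principal component held 39.6% of the variance and separated the old from the young libraries. The next held 21.1% and set old replicate 1 apart from the other 2 old libraries. It also set young replicate 5 apart from young replicates 1 and 2. For the values given here, counts were normalized by edgeR's TMM method, and the 24835 genes with at least 1 read in any library were tested between the age groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p-value under 0.05 was taken as the threshold, as in the paper, and CPM values are given with the SD over the 3 libraries of a group.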

In order to identify hallmarks of the aging zebrafish heart, we performed transcriptional profiling using ventricles of 7-month-young and 4-year-old zebrafish (Figure 1A). 

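Between old and young ventricles, 213 of the 24835 tested genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3761 had an unadjusted p-value under 0.05. In 4978 genes (20.0%) the 3 old libraries all lay above or all below the 3 young ones, against 10% by chance, and all 213 genes past the threshold were among them. In 25 of the 213 genes, 1 of the groups lay at or under the floor of 3 counts in every library. The count of 213 came from the default settings of edgeR's quasi-likelihood fit. With its bias-adjusted deviances (legacy=FALSE) the same fit called 111 genes, 110 of them shared, and both counts had been seen before the default was settled on. The count depended on the libraries, the filter and the tool. Without young replicate 2 the test called 19 genes, and without old replicate 1 it called 412. Testing only genes with at least 10 reads summed over the libraries gave 65 genes, and edgeR's filterByExpr gave 111. DESeq2's Wald test, the test of the paper's methods, called 1229 genes, which included all 213. On simulated counts with 200 changed genes and the genes' own dispersions, edgeR's default fit recovered between 75 and 81% of the changed genes. Of its calls, 15.3 to 31.6% were false, while 21.2 to 28.3% of DESeq2's calls were false. With dispersions on the fitted trend, these shares were 1.26 to 5.10% for edgeR and 7.87 to 15.8% for DESeq2. The copy of Table S1 used here holds 1998 of its 22912 genes, and the adjusted p-values reported by the paper are under 0.05 for 1232 of them. All 213 genes were among these 1232, and all 1232 had the same direction in the edgeR fit as in Table S1.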

Differential gene expression analysis identified 1233 genes as differentially regulated with age (DEGs, *p*_adj_ < 0.05) (Figure 1B, Table S1). 

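Of the 213 genes past the threshold, 129 were up-regulated and 84 down-regulated in old ventricles, so 60.6% of them were higher in old fish. Scaling by library size alone, which shifted the log2 fold change of the median expressed gene by 0.18, gave 181 up-regulated and 44 down-regulated genes, or 80.4% higher in old fish. The 3 up-regulated genes with the smallest p-values and no overlap between the groups were *steap4*, *pigp* and *si:dkey-286j15.1*. CPM of *steap4* (ENSDARG00000055901) were 21.1 ± 6.31 (SD, n = 3) in old and 0.564 ± 0.229 (SD, n = 3) in young ventricles, a log2 fold change of 5.21 (standard error 0.38, adjusted p = 0.00095 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *pigp* (ENSDARG00000038805) had a log2 fold change of 3.99 (standard error 0.30, adjusted p = 0.00095 from the same test), and *si:dkey-286j15.1* (ENSDARG00000040864) one of 3.31 (standard error 0.28, adjusted p = 0.0024). Among the down-regulated genes, the smallest p-value belonged to ENSDARG00000115161, for which the name table holds no symbol. It had 0, 0 and 1 counts in the old libraries and 2132, 3583 and 7357 counts in the young ones, so it was at least 1559-fold lower in old ventricles (adjusted p = 0.00063 from the same test). *grhl2b* (ENSDARG00000061974) was at least 59.7-fold lower (adjusted p = 0.00082), with 8.37 ± 0.710 CPM (SD, n = 3) in young ventricles and at most 1 count in any old library. *si:ch211-265g21.1* (ENSDARG00000096508) fell by 6.13 on the log2 scale (standard error 0.40, adjusted p = 0.00068 from the same test). These 6 genes stayed past the threshold in each of the 16 other settings tried, of which 14 were fixed in advance and 2 (legacy=FALSE and robust=TRUE) were chosen after the data had been seen. A difference in genetic background between the age groups was not excluded for any of the 6. *ncf1* (ENSDARG00000033735), the gene of a subunit of the phagocyte NADPH oxidase, rose from 1.71 ± 0.170 (SD, n = 3) to 8.82 ± 3.63 (SD, n = 3) CPM, a log2 fold change of 2.37 (standard error 0.36, adjusted p = 0.026 from the same test). Its adjusted p-value lay between 2.3e-06 with DESeq2 and 0.158 without young replicate 2, and was under 0.05 in 11 of the 16 other settings. For *enpp1* (ENSDARG00000005789), 5.24 ± 1.69 (SD, n = 3) CPM in old and 1.16 ± 0.123 (SD, n = 3) in young ventricles gave a log2 fold change of 2.17 (standard error 0.35, adjusted p = 0.029 from the same test). Its adjusted p-value was under 0.05 in 10 of the 16 other settings and ranged from 7.1e-06 with DESeq2 to 0.158 without young replicate 2.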

Four hundred and eighty-eight genes were significantly down-regulated in old fish compared to young and 745 genes were significantly up-regulated. Quantitative RT-PCR analysis of two of those newly-identified DEGs (*ncf1*, *enpp1*) confirmed the up-regulation in ventricles of 4-year-old fish, whereas relative gene expression levels did not significantly change in 1.5-year-old zebrafish compared to 6-month-old fish (Figure S1A,B).

To assess the relevance of our gene expression dataset, we next compared our 1233 DEGs in old versus young ventricles with genes identified as differentially expressed in the zebrafish *klotho* mutant, a genetic aging model [32]. The hormone alpha-Klotho regulates lifespan in mammals and zebrafish, as respective mutants prematurely age [32,46]. 

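Table S2 of the paper lists 520 genes, all of which were tested in the RNA-Seq counts of old and young ventricles. Of these, 359 had a higher and 161 a lower fitted expression in old ventricles, and all 520 had an unadjusted p-value under 0.05. Past the threshold of edgeR's quasi-likelihood test were 57 up-regulated and 33 down-regulated genes, and these fell to 3 and 1 genes when young replicate 2 was left out. In DESeq2's Wald test, 357 were called up and 160 down. Because the list was chosen on these same libraries, these counts are a description and not independent evidence. The expression data of the *klotho* mutant were not analysed here.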

About 42% of the DEGs of our study were also found to be differentially expressed in hearts of *klotho* mutants and 92.7% of those were regulated in the same direction in old versus young and *klotho* mutant versus wild types (Figure 1C,D, Table S2). This striking overlap suggests that these transcriptional changes can be considered major hallmarks of the aging zebrafish heart. In order to identify processes that might be associated with the changes in gene expression, we performed a gene ontology (GO) enrichment analysis. 

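The genes that Tables S3 and S4 list for actin and muscle terms were set against the same counts. For actin filament-based process, the first term of Table S3, 32 of the 33 listed genes were found in the counts, and all 32 were lower in old ventricles, with log2 fold changes between -1.81 and -0.50. Of these, 6 passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 with scaling by library size alone and 0 without young replicate 1 or young replicate 2, although all 32 had an unadjusted p-value under 0.05 in the fit with all libraries. For the sarcomere term of Table S4, 13 of the 14 listed genes were found, with a median log2 fold change of -0.75. Since both tables hold only genes that the paper called on these libraries, a separate list of sarcomere, Z-disc and M-band genes was fixed in advance. Of its 32 tested genes, 25 were lower and 7 higher in old ventricles, with a median log2 fold change of -0.38, or -0.34 with bounds for genes near the floor. Past the threshold were *fhl2b* and *smpx*, which are named because they made up that count, and 13 genes were lower and 1 was higher when p-values were adjusted over the list alone. *smpx* fell from 1227 ± 77.6 (SD, n = 3) to 749 ± 65.5 (SD, n = 3) CPM, a log2 fold change of -0.71 (standard error 0.13, adjusted p = 0.048 from the same test). *fhl2b* fell by 2.82 on the log2 scale (standard error 0.45, adjusted p = 0.029 from the same test), and its young libraries spread from 17.0 to 71.3 CPM. With old replicate 3, young replicate 1 or young replicate 2 left out, no sarcomere gene passed the threshold. As a set, the list stood below the other genes in limma's camera test with a preset correlation of 0.01 (p of 5.6e-07), and also with an estimated correlation (p of 0.012) and in the fry test (p of 0.0012).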

Biological processes associated with the 488 down-regulated DEGs in the fish ventricle were mainly linked to actin-related terms and muscle components were among the enriched cellular compartments associated to those DEGs (Figure 2A,B, Tables S3 and S4). Electron microscopy confirmed that muscle organization is affected in old zebrafish ventricles. While in young muscle tissue, a very regular, compact and evenly spaced sarcomere structure could be observed, muscle tissue from old fish was less uniform and showed more gaps. Mitochondria in old tissue were also interspersed in a more irregular fashion (Figure 2C–E).

The top enriched biological processes associated with the 745 up-regulated DEGs in the fish ventricle were mainly associated with immune system terms (Figure 3A, Table S5). 

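The genes listed for these terms in Table S5 were looked up in the same counts. For immune response, 50 of the 51 listed genes were found, all of them higher in old ventricles, with log2 fold changes between 0.62 and 5.95 and a median of 2.23, or 2.20 with bounds for genes near the floor. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 of the 50 passed the threshold, and 50 had an unadjusted p-value under 0.05. The number past the threshold was 2 without young replicate 2 and 23 without old replicate 3. For cell chemotaxis, 6 of the 19 genes passed, and for chemokine-mediated signaling pathway 5 of the 9 genes. Actin filament-based process is also among the terms of Table S5, with 33 genes that were all higher in old ventricles and 9 of them past the threshold. As with Table S2, the lists were drawn from genes called on these libraries.

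**Figure D1:**
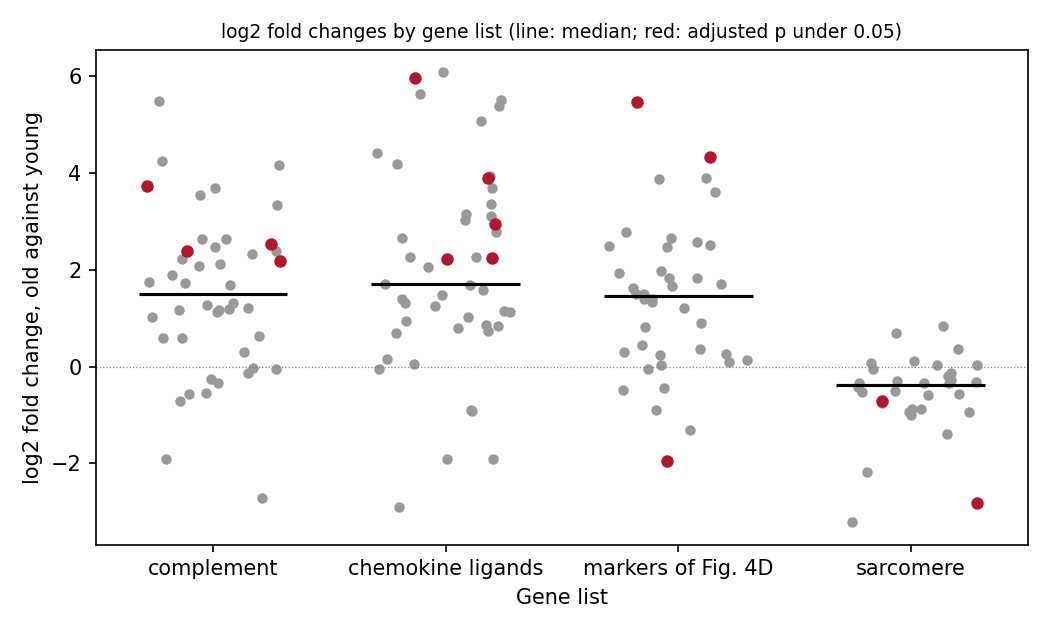
Fitted log2 fold changes between old and young ventricles (y axis) of the tested genes in 4 lists (x axis): complement, chemokine ligands, markers of Fig. 4D and sarcomere. Each point is a gene, red where the adjusted p-value was under 0.05, and the black lines are the medians of 1.49, 1.71, 1.45 and -0.38; values of genes with a group near the floor are fitted values and not bounds.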

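Of the genes that Table S6 lists for immune response, all 39 were tested in the RNA-Seq counts, and 38 were higher and 1 lower in old ventricles. In edgeR's quasi-likelihood test 10 of them passed the threshold, which became 2 without young replicate 2 and 19 without old replicate 3. The 39 genes of actin cytoskeleton organization in Table S6 went in both directions, with 24 higher and 15 lower in old ventricles, and 7 of the former and 3 of the latter past the threshold.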

Strikingly, terms associated with the actin cytoskeleton and immune system were similarly enriched among the terms associated with the 520 DEGs found in the overlap of our dataset and the *klotho* model (Table S6). 

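All genes with a chemokine ligand symbol (*ccl*, *cxcl*, *xcl* or *cx3cl*) were taken from the counts, 47 of which were tested. Expression was higher in old ventricles for 41 and lower for 6, with a median log2 fold change of 1.71, or 1.13 with bounds for genes near the floor. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 genes passed the threshold, and all 5 were up-regulated. When p-values were adjusted over the list alone, 21 genes were higher and 1 was lower. *ccl25b* (ENSDARG00000070873) had 11.1 ± 1.78 (SD, n = 3) CPM in old and 1.44 ± 0.274 (SD, n = 3) in young ventricles, a log2 fold change of 2.94 (standard error 0.27, adjusted p = 0.0030 from the same test), and stayed past the threshold in all 16 other settings. *cxcl12a* (ENSDARG00000037116) had a log2 fold change of 2.22 (standard error 0.22, adjusted p = 0.0043 from the same test) and passed in 15 of them, the exception being an adjusted p of 0.052 without young replicate 2. *ccl34b.4*, *ccl34b.8* and *ccl35.1* had adjusted p-values between 0.040 and 0.048 and passed in 7, 9 and 5 of the 16 other settings. *ccl34b.8* had at most 1 count in any young library and was at least 9.27-fold higher in old ventricles. Several of these genes lie in families of similar copies, so their reads may have been divided or discarded in the authors' counting. The list stood above the other genes in the camera test (p of 1.5e-13) and kept that call with an estimated correlation (p of 0.024) and in the fry test (p of 0.011). Camera with its preset correlation also gave 8.9e-12 for a split that mixes the ages, old replicates 1 and 5 with young replicate 1. DESeq2's Wald test called 10 chemokine ligands, and edgeR without young replicate 2 called 1.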

Interestingly, numerous chemokines are among the immune system-associated genes that were found to be up-regulated in old ventricles (Figure 3A). Senescent cells, which are a hallmark of aging, are known to secrete high levels of inflammatory cytokines and immune modulators [47]. Surprisingly, among the annotated genes for senescence in zebrafish only *tp53* and *serpine1* (*pai-1*) was upregulated in old ventricles, but not the commonly used marker genes *cdkn1a* and *cdkn2a/b* (*p21* and *p16*, respectively) or *il1b*. 

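*cdkn1a* (ENSDARG00000076554) had 6.20 ± 1.01 (SD, n = 3) CPM in old and 4.45 ± 0.503 (SD, n = 3) in young ventricles, a log2 fold change of 0.48 (standard error 0.25, adjusted p = 0.420 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *il1b* (ENSDARG00000098700) had a log2 fold change of 1.23 (standard error 0.56, adjusted p = 0.347 from the same test), and its groups overlapped. *cdkn2a/b* (ENSDARG00000037262) had 5, 5 and 10 counts in the old and 2, 1 and 0 counts in the young libraries. Its mean in old ventricles was 2.02-fold the young floor, a difference that did not pass the threshold at this depth (adjusted p = 0.250 from the same test). None of these 3 genes passed in any other setting that gave them an adjusted p-value, although 1 of them, *cdkn2a/b*, had an unadjusted p-value under 0.05 in edgeR's test.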

(Figure S2A). Still, senescence-associated beta-galactosidase staining revealed the presence of senescent cells in the old zebrafish ventricle while only very few senescent cells were detected in the young ventricle (Figure S2B). Among the most significantly up-regulated DEGs, genes encoding factors of the complement system—which is a part of the non-cellular innate immune system—were found, such as *c4* and *c6* (Figure 3A, Table S1). We therefore checked the expression changes of 42 complement components encoded in zebrafish and identified 17 as significantly up-regulated in old ventricles compared to young (Figure 3B). This indicates that the complement system contributes as part of the non-cellular immune system to a state of inflammation in old fish hearts compared to young hearts. Interestingly, the complement system consists of circulating plasma proteins that get locally activated by pathogens leading to a cascade of reactions including the activation of effector molecules. Additionally, the complement system is also involved in the removal of necrotic and apoptotic cells. Notably, our dataset highlighted changes on the gene expression level and not on the protein level, where complement activation occurs.

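*c6* (ENSDARG00000057113), which encodes a component of the terminal complement complex, had 161 ± 28.3 (SD, n = 3) CPM in old and 35.5 ± 3.84 (SD, n = 3) in young ventricles. Its log2 fold change was 2.18 (standard error 0.19, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 2.02 and 2.26 with each library left out in turn. *c4* (ENSDARG00000015065) had 111 ± 41.7 (SD, n = 3) CPM in old and 21.2 ± 4.48 (SD, n = 3) in young ventricles, a log2 fold change of 2.39 (standard error 0.30, adjusted p = 0.013 from the same test). Without young replicate 2 the adjusted p of *c4* was 0.115, and it was under 0.05 in the 15 other settings, from 1.7e-09 with DESeq2 upward. For both genes, every old library lay above every young one.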

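The list of 42 complement components behind Fig. 3B was not used here, so a list of complement components, regulators and receptors was fixed in advance, and 44 of its genes were tested. Expression was higher in old ventricles for 34 and lower for 10, and 18 genes had an unadjusted p-value under 0.05. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *c6*, *c4*, *c4b* and *rca2.2* passed the threshold, all 4 up-regulated. With p-values adjusted over the list alone, 13 genes were past it, again all up-regulated. The median log2 fold change was 1.49, or 1.27 with bounds for genes near the floor. *c4b* (ENSDARG00000038424, listed as *si:dkey-8k3.2* in Table S1) had 21.2 ± 8.91 (SD, n = 3) CPM in old and 1.59 ± 0.718 (SD, n = 3) in young ventricles, a log2 fold change of 3.73 (standard error 0.43, adjusted p = 0.0070 from the same test). *rca2.2* (ENSDARG00000095512) had a log2 fold change of 2.54 (standard error 0.38, adjusted p = 0.023 from the same test). *c4b* passed in 15 of the 16 other settings, with an adjusted p of 0.097 without young replicate 2, while *rca2.2* passed in 12, with a highest adjusted p of 0.132 without the same library. Of the 17 symbols that Fig. 3B shows, 16 were matched to genes in the counts, all of them higher in old ventricles, and 5 passed the threshold in edgeR's test, *ighv1-4* among them. The genes of Fig. 3B had been chosen on these libraries. DESeq2's Wald test called all 16 of them, and 13 of the list of 44.

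**Figure D2:**
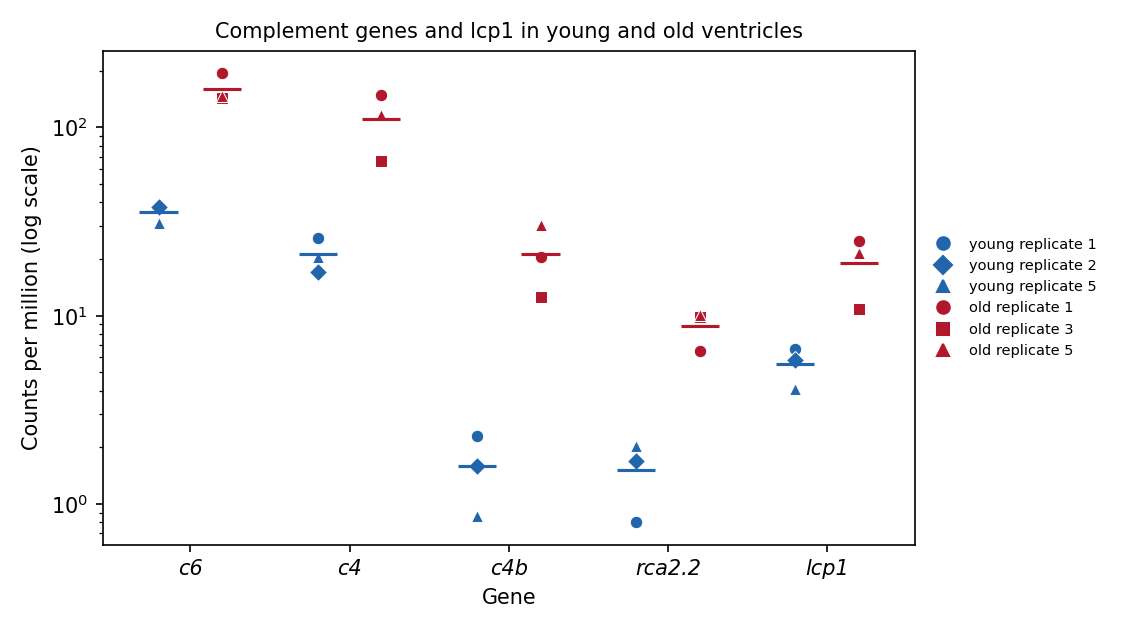
CPM on a log scale (y axis) of *c6*, *c4*, *c4b*, *rca2.2* and the leukocyte marker gene *lcp1* (x axis) in young (blue) and old (red) ventricles. Each symbol is a library and the lines are group means, for *c6* 35.5 in young and 161 in old ventricles; for each of the 5 genes the 3 old libraries lie above the 3 young ones.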

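As a set, the 44 complement genes stood above the other genes in the camera test (p of 8.0e-10). This call held with an estimated correlation (p of 0.0066) and in the fry test (p of 0.0036), both of which are among the 15 other settings of the set test. It also held in the rest of these settings, which all used camera's preset correlation. With that correlation, camera gave 2.4e-07 for a split that mixes the ages, old replicates 1 and 5 with young replicate 1. With single libraries left out, the number of complement genes past the threshold ranged from 1, without young replicate 2, to 7, without old replicate 3 or without old replicate 5. Not every component moved in the same direction. *c7a* had 25.6 ± 5.46 (SD, n = 3) CPM in old and 37.5 ± 8.65 (SD, n = 3) in young ventricles, and *cfd* 75.3 ± 21.3 (SD, n = 3) and 112 ± 33.7 (SD, n = 3), neither past the threshold (adjusted p = 0.304 and adjusted p = 0.370 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the other genes of the terminal complex, *c8a* and *c9* were at or under 3 counts in every library. These genes were chosen after their values were seen. From the number of complement genes up-regulated in old ventricles, the paper reads a contribution of the complement system, as a non-cellular part of immunity, to inflammation in the old heart.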

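*c6* had the smallest p-value of the 44 complement genes tested in the RNA-Seq counts, both in edgeR's test and in DESeq2's Wald test (adjusted p = 3.4e-20). It passed the threshold in all 16 other settings, with its highest adjusted p of 0.040 without young replicate 2, where it was the only complement gene called.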

We addressed the expression of the most significantly changed complement component *c6* further. In situ hybridization revealed expression at the edge of the ventricle close to the atrium, bulbus arteriosus and in areas of pericardial fat (Figure S2C–E). The gene *c6* was expressed in similar domains in young and old fish and no quantitative conclusions can be drawn from this colorimetric expression analyses. The expression of *c6* was mainly observed in non-immune cells in the heart (Figure S2F). We thus investigated whether an enriched activation of the immune system is not only reflected by the complement components but whether cell-mediated immunity is also increased in old compared to young hearts. 

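*lcp1* (ENSDARG00000023188) had 19.1 ± 7.32 (SD, n = 3) CPM in old and 5.53 ± 1.32 (SD, n = 3) in young ventricles. Its log2 fold change was 1.78 (standard error 0.33, adjusted p = 0.048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 3 old libraries lay above the 3 young ones. The log2 fold change stayed between 1.55 and 2.07 with each library left out in turn. Its adjusted p-value ranged from 0.00024 with DESeq2's Wald test to 0.214 without young replicate 2 and was under 0.05 in 8 of the 16 other settings.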

L-Plastin, encoded by the *lcp-1* gene, is a commonly used pan-leukocyte marker in zebrafish and its expression was strongly up-regulated upon age in our dataset (Figure 3C). Immunostaining of heart sections of old and young fish for L-Plastin confirmed an increased presence of immune cells in the old ventricle compared to the young (Figure 3D,E).

### 3.2. Immune Cells of Mainly Myeloid Origin Accumulate in the Heart upon Aging

Whole-mount immunofluorescence, in combination with tissue clearing and light sheet microscopy, revealed that immune cells did not only accumulate but appeared in a more roundish shape and showed the tendency to form clusters on the surface of the ventricle in old fish (Figure 4A,B). In addition to numerous immune cells on the ventricular surface, immune cells were also found to reside intermingled with muscle fibers (Figure 4B, Supplementary Videos S1 and S2). To narrow down which immune cell populations are enriched in the old ventricle, we selected marker genes for different immune cell subtypes in zebrafish or for the differentiation into certain lineages and checked the gene expression regulation in our data set (Figure 4C,D).

The majority of marker genes that was significantly up-regulated was linked to macrophages and their differentiation. 

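Of the marker genes of Fig. 4D, 40 were matched and tested, and 34 were higher and 6 lower in old ventricles, with a median log2 fold change of 1.45, or 1.21 with bounds for genes near the floor. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 passed the threshold as up-regulated, the macrophage marker *grn1* and the B cell marker *ighv1-4*, and 19 genes had an unadjusted p-value under 0.05. With p-values adjusted over the list alone, 11 were up-regulated, among them 5 of the 7 macrophage markers. *grn1* (ENSDARG00000089362) had 35.6 ± 19.9 (SD, n = 3) CPM in old and 1.77 ± 1.75 (SD, n = 3) in young ventricles, a log2 fold change of 4.33 (standard error 0.78, adjusted p = 0.046 from the same test). It passed in 8 of the 16 other settings, with an adjusted p between 0.0023 and 0.232. *ighv1-4* was matched to ENSDARG00000096355 through the adjusted p-value that Fig. 4D and Table S1 share, and the name table calls this gene *ighm*. Its log2 fold change was 5.45 (standard error 0.62, adjusted p = 0.0070 from the same test), and it passed in all 16 other settings. The 7 macrophage markers were all higher in old ventricles, by log2 fold changes between 1.39 and 4.33 with a median of 2.49. Old replicate 3 had the lowest value of the 3 old libraries for each of them, and without it 8 markers of Fig. 4D passed the threshold as up-regulated. Some of these markers have close paralogs, such as *mpeg1.1* and *mpeg1.2* or *grn1* and *grna*, between which reads may have been divided. The macrophage part stood above the other genes in the camera test (p of 1.2e-07), a call that was not kept with an estimated correlation (p of 0.083) or in the fry test (p of 0.067). The whole list went the same way, with a camera p of 1.7e-06, 0.170 with an estimated correlation and 0.089 in the fry test. For the 7 B cell markers, the 4 T cell markers and the 6 NK cell markers, camera gave p-values of 0.00064, 0.043 and 0.190, of which the fry test kept only the one for B cells (p of 0.0092), and an estimated correlation kept none (p of 0.057 for B cells). The B cell markers had a median log2 fold change of 1.82, or 0.72 with bounds for genes near the floor. Both neutrophil markers found in the counts, *lyz* and *mpx*, were high in old replicate 5 alone, at 29.5 and 9.38 CPM. The hematopoietic stem cell markers had a median log2 fold change of -0.21 over 4 genes and the differentiation genes one of 0.79 over 8 genes, or 0.18 with bounds. With DESeq2's Wald test 10 of the markers were up-regulated.

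**Figure D3:**
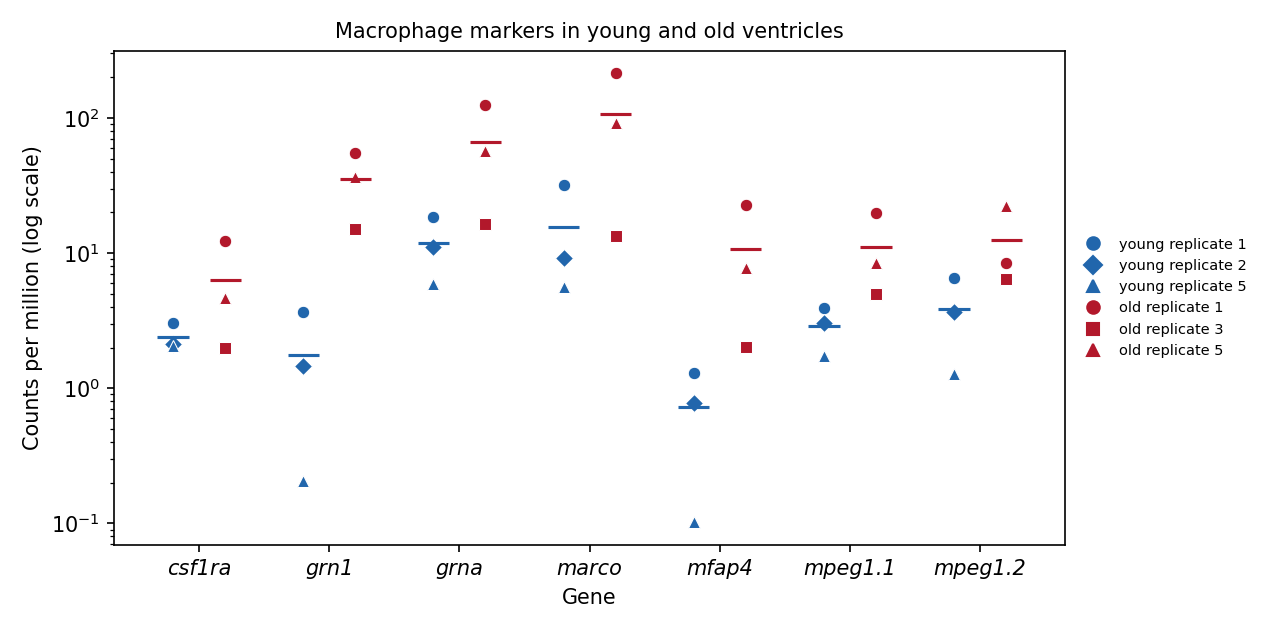
CPM on a log scale (y axis) of the 7 macrophage markers of Fig. 4D (x axis) in young (blue) and old (red) ventricles. Each symbol is a library and the lines are group means; for *marco* the old libraries spread from 13.4 to 213 CPM, and old replicate 3 (squares) is the lowest old library for all 7 genes.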

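*gata1a* (ENSDARG00000013477) had 2.29 ± 0.499 (SD, n = 3) CPM in old and 8.90 ± 3.79 (SD, n = 3) in young ventricles, and fell by 1.96 on the log2 scale (standard error 0.35, adjusted p = 0.043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the 1 gene of Fig. 4D past the threshold in that direction, also when p-values were adjusted over the list alone. The 3 old libraries lay below the 3 young ones. Its adjusted p-value was under 0.05 in 6 of the 16 other settings and ranged from 0.00010 with DESeq2's Wald test to 0.141 without young replicate 2. Transcripts typical of red blood cells fell alongside, with all 9 tested erythrocyte genes lower in old ventricles and a median log2 fold change of -1.36.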

Remarkably, only one out of the 46 marker genes, listed in Figure 4D, namely *gata1a*, was significantly down-regulated with age. The up-regulation of *spi1b* together with the down-regulation of *gata1a* in old fish hearts might point towards a skewing from erythroid to myeloid populations as an interplay of *spi1b* and *gata1* are known to determine myeloid versus erythroid cell fate in the developing zebrafish [48]. 

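*spi1b* (ENSDARG00000000767) had 9.95 ± 4.84 (SD, n = 3) CPM in old and 3.21 ± 1.17 (SD, n = 3) in young ventricles, a log2 fold change of 1.63 (standard error 0.43, adjusted p = 0.121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, since old replicate 3 had 4.44 CPM and young replicate 1 had 4.46. It passed the threshold in 2 of the 16 other settings, with DESeq2's Wald test (adjusted p = 0.018) and without old replicate 3 (adjusted p = 0.036), and its highest adjusted p-value was 0.350, without young replicate 2.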

We employed a second, less biased analysis strategy to identify enriched immune cell population using published single cell RNA sequencing data of the zebrafish whole kidney marrow [49]. We identified unique markers of ten immune cell populations that were distinguished in this previously published study and compared these to our 745 up-regulated DEGs. Of those unique marker genes, 55 were found among our 745 DEGs and 31 out of those 55 were linked to the myeloid lineage. This additional analysis confirmed that the majority of immune cell markers among the up-regulated DEGs is linked to immune cells of myeloid origin (neutrophils, macrophages), mainly macrophages (Figure S3A,B). Still, additional immune cell subtypes were present in the heart, presumably at lower numbers, according to our expression analysis. 

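*mpeg1.1* (ENSDARG00000055290) had 11.0 ± 7.69 (SD, n = 3) CPM in old and 2.90 ± 1.09 (SD, n = 3) in young ventricles, with each old library above each young one. Its log2 fold change was 1.93 (standard error 0.50, adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not past the threshold, and it was 1.21 without old replicate 1. The threshold was passed with DESeq2's Wald test (adjusted p = 0.011) and with the replicate number as a block (adjusted p = 0.048), a fit in which only replicates 1 and 5 of each group inform the age effect, and the highest adjusted p-value of the 16 other settings was 0.337. The marker sets from single cell RNA sequencing of the kidney marrow were not analysed here.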

Among the significantly up-regulated marker genes were *mpeg1.1* (*macrophage expressed 1*, *tandem duplicate 1*), associated with macrophages and a subset of B-cells in the adult zebrafish [50], and *spi1b* (*Spi-1 proto-oncogene b*, also known as *pu.1*), which functions upstream of or within myeloid cell differentiation [35]. We used a reporter line that expresses *YFP* under the control of the *mpeg1.1* promoter to investigate macrophages in the young and old fish heart. Whole-mount immunofluorescence stainings in combination with the endogenous YFP signal of the line showed that mpeg1.1-positive cells were found enriched in old ventricles, especially within immune cell clusters (Figure 4E). These immune cells were sometimes, but not exclusively, found in areas of pericardial fat (Figure S3C). Similarly, Spi1b-positive cells were often found within cell clusters of L-Plastin-positive cells in old ventricles (Figure 4F). As the anti-Spi1b antibody did not only stain Spi1b-positive nuclei but also coronary vessels (Figure S3D,E), we also identified coronary vessel-associated clusters (Figure S3F). However, not all cells within such an L-Plastin-positive cell cluster in old hearts were mpeg or Spi1B-positive, suggesting that the cell clusters are of a mixed cell identity with a high percentage of myeloid cells. Immunostaining of heart sections of old and young fish did not reveal neutrophils to be increased in numbers in old compared to young but revealed variations between individuals (data not shown). Taken together, these immunostainings show that immune cells of the myeloid lineage, mainly of the macrophage lineage, accumulate in old ventricles and are often found in clusters.

### 3.3. Mpeg-Positive Cells Show Changes in Behavior Linked to Changed Morphology

As actin-cytoskeleton terms, as well as terms linked to locomotion and chemotaxis, were among the enriched biological processes associated with the observed changes in gene expression (Figure 2A and Figure 3A), we decided to further investigate cell locomotion. We thus established an ex vivo live imaging approach to track mpeg-positive immune cells (macrophages, subset B cells) using a reporter line expressing *YFP* under the control of the *mpeg1.1* promoter, followed by a segmentation and tracking analysis (Figure 5A, Supplementary Videos S3 and S4).

Quantification of the tracked cells confirmed increased numbers of mpeg+ cells in old fish hearts compared to young as suggested by RNA-Seq data and immunofluorescence stainings (Figure S4). Not only did cell numbers increase but also an increased abundance of roundish cells was observed when color-coding for sphericity (Figure 5B). The analysis of cell sphericity of all tracked cells further demonstrated that mpeg+ cells have a more roundish shape in old compared to young hearts as observed for pan-immune cells (L-Plastin+ cells) in immunofluorescence analysis (Figure 4 and Figure 5C). The average track speed was increased in the old hearts indicating an increased cell migration (Figure 5D). Directed cell movement was neither observed in young nor in old hearts. We therefore compared the mean squared displacement as a common measure of random movement. The mean squared displacement was increased in the old fish hearts, too (Figure 5E). When assessing cell sphericity versus cell speed, a clear shift of cell population can be observed in old compared to young (Figure 5F). A general shift of the cell population in old to the right and thus towards more roundish cells can be observed, in line with the sphericity quantification (Figure 5C). Some of these more roundish cells in the old display a higher speed as revealed by the upward shift of the population compared to the young cell population. At the same time, we also observe a considerable part of the cell population in old as more roundish but less mobile cells as revealed by the dense lines in the lower right corner. Thus, the distribution of cell speed is more spread in the old than in the young. Taken together, these data suggest a changed immune cell locomotion in old versus young fish hearts.

### 3.4. Wound Size, Regeneration Response and Collagen Deposition Changes upon Cryoinjury in Old Compared to Young Hearts

Given the outstanding regenerative capacity after myocardial injury and a known role of the immune system in regeneration, we next asked whether regenerative potential might be impaired in aged zebrafish hearts. We injured hearts of old zebrafish in comparison to young zebrafish by cryoinjury and measured the ratio of wound to intact muscle 30 days post injury (dpi). Acid fuchsin orange G (AFOG) staining visualized a remaining scar consisting of collagen and fibrin in young and old fish (Figure 6A).

While scar size was quite uniform in young hearts, striking differences in fibrotic scar appearance were observed within the old fish population. While some old fish hearts had regenerated similarly to young, some ventricles (57%) still showed a prominent scar. These scars sometimes were not yet covered by a thickened myocardial layer and some were characterized by a large amount of collagen that lined the presumably entire injured area in the most severe cases. While the median scar percentage was below 2% in young at 30 dpi, it was in approximately 7% in old and fibrotic tissue measured more than 40% in the most severe case (Figure 6B). Whole-mount immunostainings for the muscle marker tropomyosin (TPM) at 30 dpi confirmed the persistence of significant areas in old, injured hearts that were devoid of functional muscle tissue (4 out of 7 old hearts) (Figure S5A). The collagen amount in the remaining scar was significantly increased in scars of the old fish cohort (Figure 6C). These significant amounts of collagen at 30 dpi could point either towards an impaired scar resolution upon aging or to an increased scar deposition in the old. In order to address the latter, we analyzed the fibrotic scar in young and old fish at 7dpi. The collagen amount in the scar was already significantly increased at 7dpi in old fish hearts compared to young hearts (Figure 6D). In young hearts, collagen deposition indicated by blue staining was mainly observed at the border zone between injured area (blue-red area) and intact muscle (in orange) (Figure 6E). In addition, increasing collagen amounts were observed along the epicard at the injury site in the young hearts. This collagen layer lining the outside of the injured area showed a thickened appearance in old ventricles. The injured tissue and forming scar showed differences in structure and composition. The injured tissue was not as compact as in young and appeared loose towards the intact muscle. Collagen deposition was also observed in scars of old fish with increasing amounts towards the border zone. Such differences in the structure and composition of the injured heart tissue were already observed in a subset of fish (2 out of 5) at 3 dpi (Figure 6F). The injured area was less compact and stained in a darker red. Three out of five old fish displayed injured areas that were comparable to those in young animals. These data suggest that the initial response to injury including scar formation is different in at least a subpopulation of old and young fish. Interestingly, collagen accumulation was also increased in old uninjured hearts as well as sham treated control hearts at 30 dpi (Figure S5B–D). None of the recently identified marker genes for macrophage subtypes involved in scarring or scar remodeling, namely *tnfa*, *spp1* and *csf1ra*, (Bevan et al., 2020), were found to be significantly changed during homeostasis with age in our dataset (Table S1). 

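*csf1ra* (ENSDARG00000102986) had 6.31 ± 5.37 (SD, n = 3) CPM in old and 2.41 ± 0.562 (SD, n = 3) in young ventricles, a log2 fold change of 1.39 (standard error 0.57, adjusted p = 0.287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This rested largely on old replicate 1, with 12.3 CPM, and without that library the log2 fold change was 0.46. *tnfa* (ENSDARG00000009511) had 6, 0 and 5 counts in the old libraries and 0, 0 and 1 in the young ones, so the groups overlapped. Its mean in old ventricles was 1.07-fold the young floor, and a rise was not established (adjusted p = 0.393 from the same test). *spp1* (ENSDARG00000044276) lay at or under the floor of 3 counts in all 6 libraries, so a difference in it was not detectable at this depth. None of the 3 genes passed the threshold in any other setting that gave them an adjusted p-value, and 1 of them, *csf1ra*, had an unadjusted p-value under 0.05.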

Taken together, these data show that the regenerative response to cardiac injury is impaired in a subset of old animals while some zebrafish still show significant regenerative capacities at an age of about 4 years.

## 4. Discussion

Zebrafish possess outstanding regenerative capacities and are increasingly used as a model for research on aging. Here, we investigated transcriptional changes in the aging zebrafish heart. We identified the immune system as activated in the old fish and found muscle organization to deteriorate upon aging. Strikingly, the enrichment of immune system and actin-associated terms was not only identified in our set of differentially expressed genes but also when comparing it to expression data from a genetic aging model, namely *klotho* zebrafish [32]. This points towards the activation of immune system-associated genes upon aging in the zebrafish heart. A state of increased inflammation in the elderly is commonly referred to as inflammaging. In the context of the senescence-associated secretory phenotype (SASP), considered a hallmark of aging, high levels of inflammatory cytokines and immune modulators are secreted by senescent cells (reviewed in [51]). However, senescent cells and SASP might only play a minor role in the observed up-regulation of the immune system in the fish heart upon aging since senescence-associated marker genes such as *cdkn1a* and *cdkn2a/b* were not significantly changed. This is thus different than has recently been described in mice where senescent cells accumulate in adipose tissue and liver upon aging and induce macrophages to proliferate [52]. Instead, genes encoding components of the complement system, that is, part of the non-cellular immune system, were significantly upregulated. The complement system is a complex network of plasma and membrane-associated serum proteins and its activation is organized into a hierarchy of proteolytic cascades. Gene expression might therefore not directly reflect the activation state of the complement cascade in the heart. The number and activation of complement genes, especially in the aging fish heart, is striking though. Complement proteins are suggested to contribute to myocardial damage in humans and are found up-regulated and activated in the human heart after myocardial infarction [53]. The observed activation of the complement system in our study might therefore reflect an increased damage in the aged zebrafish heart. C3b for opsonization of debris and complement receptors on macrophages are both needed for debris removal. We find activation of *c3* genes as well as the receptor (*C3R/itgam*). 

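In the RNA-Seq counts of old and young ventricles, *c3a.1* (ENSDARG00000012694) had 2.52 ± 1.99 (SD, n = 3) and 0.482 ± 0.261 (SD, n = 3) CPM, a log2 fold change of 2.38 (standard error 0.68, adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *c3b.1* had 63, 45 and 1 counts in old replicates 1, 3 and 5 and at most 2 in any young library. Its mean in old ventricles was 11.8-fold the young floor (adjusted p = 0.122 from the same test). *c3b.2* showed the same pattern with 39, 30 and 1 counts and a mean of 7.62-fold the young floor (adjusted p = 0.161). Both *c3b* genes therefore rested on old replicates 1 and 3. The *c3* genes are near-identical copies in part, so their counts are uncertain. The symbol *itgam* matched a pair of genes. *itgam.2* (ENSDARG00000096587) had 1.83 ± 1.16 (SD, n = 3) CPM in old and 0.114 ± 0.110 (SD, n = 3) in young ventricles, a log2 fold change of 3.92 (standard error 0.79, adjusted p = 0.059 from edgeR's test). For *itgam.1* (ENSDARG00000002956), the log2 fold change was 1.56 (standard error 0.35, adjusted p = 0.081 from the same test). *itgam.2* passed the threshold in 4 of the 16 other settings and *itgam.1* in 1, with DESeq2's Wald test calling both.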

Whether this activation is detrimental, leading to tissue destruction, or beneficial for tissue clearance needs to be clarified. Several complement inhibitors are available and can limit cardiac damage (reviewed in [54]). Interestingly, the complement system factor C5aR1 has been identified as important for successful cardiac regeneration zebrafish, axolotls, and mice [55]. However, expression of *c5ar1* was not changed in our dataset. 

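*c5ar1* (ENSDARG00000040319) had 22, 2 and 6 counts in old replicates 1, 3 and 5 and 7, 0 and 1 counts in young replicates 1, 2 and 5. The log2 fold change was 1.72 with a standard error of 1.15 (adjusted p = 0.539 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ran from 0.43 without old replicate 1 to 3.91 without young replicate 1. At these counts a difference was not detectable, and no other setting called the gene.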

In conclusion, the activated immune system, including the complement system, as observed here in the old zebrafish heart points towards an “inflammaging”-like state.

In addition to humoral components of the innate immune system, we identified cellular components of the immune system as increased in the ventricle with age. Numerous immune cells reside on the ventricular surface or intermingled with muscle fibers. The major enriched cell types are of myeloid origin. Furthermore, we show that macrophage morphology and behavior changes in the old compared to the young fish heart. Specifically, macrophages became more spherical and motile. Interestingly, a similar observation has been made in zebrafish for microglia, which are the macrophages of the brain. Microglia cells in the adult zebrafish telencephalon display larger cell bodies and shorter processes with aging [56]. As macrophages are phagocytic active cells, resident macrophages in the zebrafish heart are likely to play a role in removing debris. In mice, a recent study identified macrophages present within the healthy myocardium and taking up material derived from cardiomyocytes, including mitochondrial remnants [57]. Upon aging, the amount of debris is supposedly increased, resulting in an elevated need for phagocytosing cells. 

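*c3ar1* (ENSDARG00000031749) had 36, 18 and 12 counts in the old libraries and 2, 2 and 1 in the young ones. With the young group under the floor, it was at least 6.89-fold higher in old ventricles, and every old library lay above every young one (adjusted p = 0.058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p-value was under 0.05 in 2 of the 16 other settings, with DESeq2's Wald test (adjusted p = 0.0060) and without old replicate 5 (adjusted p = 0.037), and reached 0.242 with the replicate number as a block.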

The complement system with its known chemotactic anaphylatoxins C3a and C5a might serve as a link as increased gene expression of the complement receptor encoding genes *cr3* (*itgam*) and *c3ar1* was observed in the old fish heart. This might reflect the increased need for neutrophils and macrophages, potentially at least partially recruited through the complement. In conclusion, the activated immune system as observed here in the old zebrafish heart, might be a conserved age-associated phenomenon. This underlines the potential to investigate zebrafish to further understand processes in the aging heart. Finding the balance between sufficient activation of the immune system to help tissue clearance and a tight regulation to reduce inflammation and protect heart tissue might be key for healthy organ aging.

In contrast to a previous study [20], we observed impaired regenerative capacities manifesting itself in an increased wound size after injury in old zebrafish. These are not necessarily conflicting results, since first the age group of old animals used in the previous study was younger than the fish used in our study and second the previous study used ventricular apex resection as injury model, whereas we performed cryoinjury. We consider our aging cohort of fish to represent a truly old fish as opposed to those used in the study reporting life-long regenerative capacity, given a reported median life span of approximately 36 to 42 months and a maximum life span of up to 66 months for zebrafish [23]. Furthermore, ventricular resection is based on tissue removal and therefore induces less necrosis and scar formation than the tissue damage induced by cryoinjury. Debris clearance is therefore not required to the same extent after resection. Our study showed increased collagen accumulation in response to injury indicating an increased scarring response with age. This difference in local necrosis and scar formation might thus explain the different regeneration outcome, at least partially.

Interestingly, we observed a wide range of wound sizes at 30 dpi in old compared to young ventricle. While a subset of old fish had a reduced scar size similar to young animals, a subset of old animals (about 60%) showed increased scar sizes and reduced muscle fibers covering the injured area. Since the scar was not only larger at 30 dpi but collagen accumulation was also increased in wounds at already 7 dpi and wound morphology was different at 7 and 3 dpi in a subset of old animals, we conclude that the observed differences in the age groups is due to differences in the initial injury response and scarring rather than resorption of the scar tissue. Immune cells are known to be important for many regenerative processes in several organ and model systems such as salamander limb, the neonatal mouse heart, the zebrafish and medaka heart, and the zebrafish spinal cord or retina [58,59,60,61,62]. Macrophages are directly linked to the cardiac scarring process [63]. It is therefore of interest to further understand to what extent the increased presence of immune cells might modulate the regenerative responses after cardiac injury in old fish. A recent study identified specific macrophage populations involved in scar deposition and subsequent resolution during zebrafish heart regeneration [64]. This previous study proposed *tnfa* as a marker for early Collagen I-scarring macrophages, *csf1ra* as important in promoting pro-inflammatory macrophage-mediated scar deposition and *spp1* as involved in initial scar deposition as well as later-stage collagen remodeling. In our dataset, neither *tnfa* nor *csf1ra* nor *spp1* were found to be significantly changed during homeostasis with age. However, since we did not investigate the presence of these cell types during regeneration, we cannot rule out that a change of these macrophage subtypes is involved in the differences in scarring during regeneration. Still, no difference in such macrophages has been observed during homeostasis that could be responsible for the difference in the injury response.

It has been hypothesized that immune system specification comes at the expense of regeneration and the decision between tissue regeneration or scarring is determined by a variety of factors (reviewed in [65]). The tight balance between this scarring and a regeneration scenario might be disturbed in the subset of old animals that show an impaired regenerative response. The up-regulation of the immune system in the old might thus be detrimental to the regeneration response.

Alternatively, the regeneration capacity could be reduced due to reduced de-differentiation and cycling capacities of muscle cells that are needed to rebuild the missing muscle structures. Such observations have been made for zebrafish that lack telomerase activity [66]. Zebrafish deficient in telomerase show premature aging and a reduced life span [67,68]. Since telomere shortening is a hallmark of aging, impaired telomerase activity with age might be a likely mechanism to influence regeneration capacities in zebrafish in addition to the immune system. Telomere length as well as the inflammatory state of individual fish are likely to differ to some extent and might cause such differences in the regeneration capacity in aged zebrafish.

Taken together, our study indicates the presence of an ‘inflammaging’-like process in the zebrafish heart that includes increased complement gene expression and increased numbers of resident immune cells with a yet to be determined impact on the regenerative capacity of the heart in old animals.

## Figures and Tables

**Figure 1:**
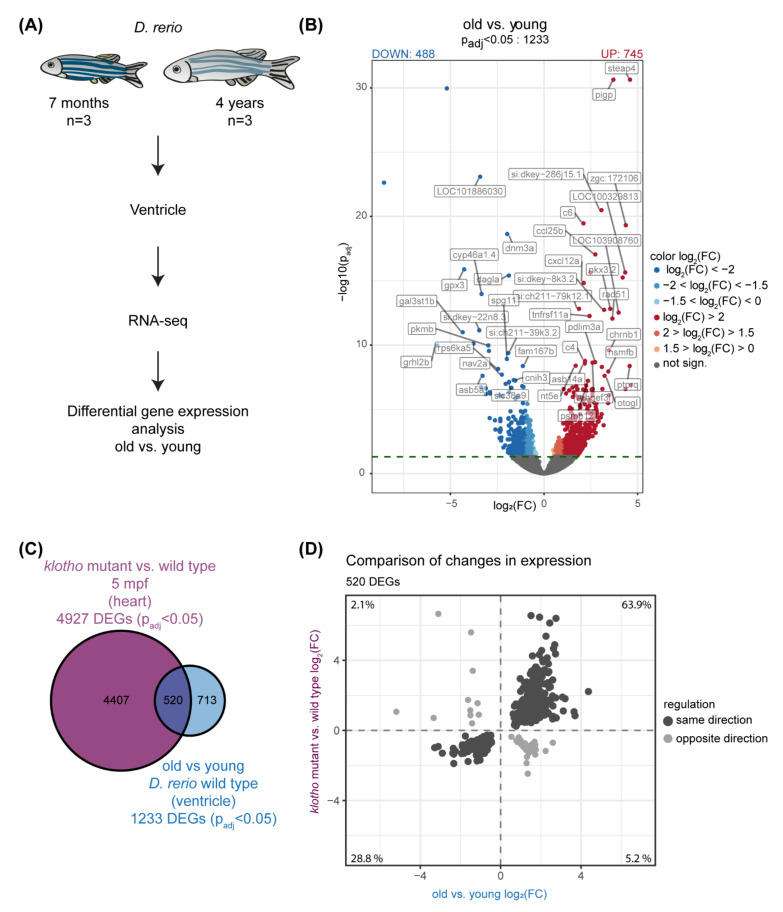
Transcriptional analysis identifies global changes in the aging zebrafish heart. (**A**) Scheme illustrating our transcriptome profiling approach with ventricles of 7-months (young) and 4-year (old) old zebrafish. *n* = 3. (**B**) Volcano plot illustrating differential gene expression (DEG) analysis that identified 1233 differentially expressed genes (DEGs); *p*_adj_ < 0.05 (dotted line). DEGs down-regulated in old vs. young are highlighted in blue (488), DEGs up-regulated in red (745). Gene symbols of top 50 DEGs (most significantly changed) are shown. FC: fold change. (**C**) Comparison DEGs in old vs. young with DEGs in hearts of *klotho* mutant vs. wild type [32] identifies 520 overlapping genes (**D**) 92.7% of 520 overlapping genes (in dark grey) are regulated in the same direction in old vs. young and mutant vs. wild type.

**Figure 2:**
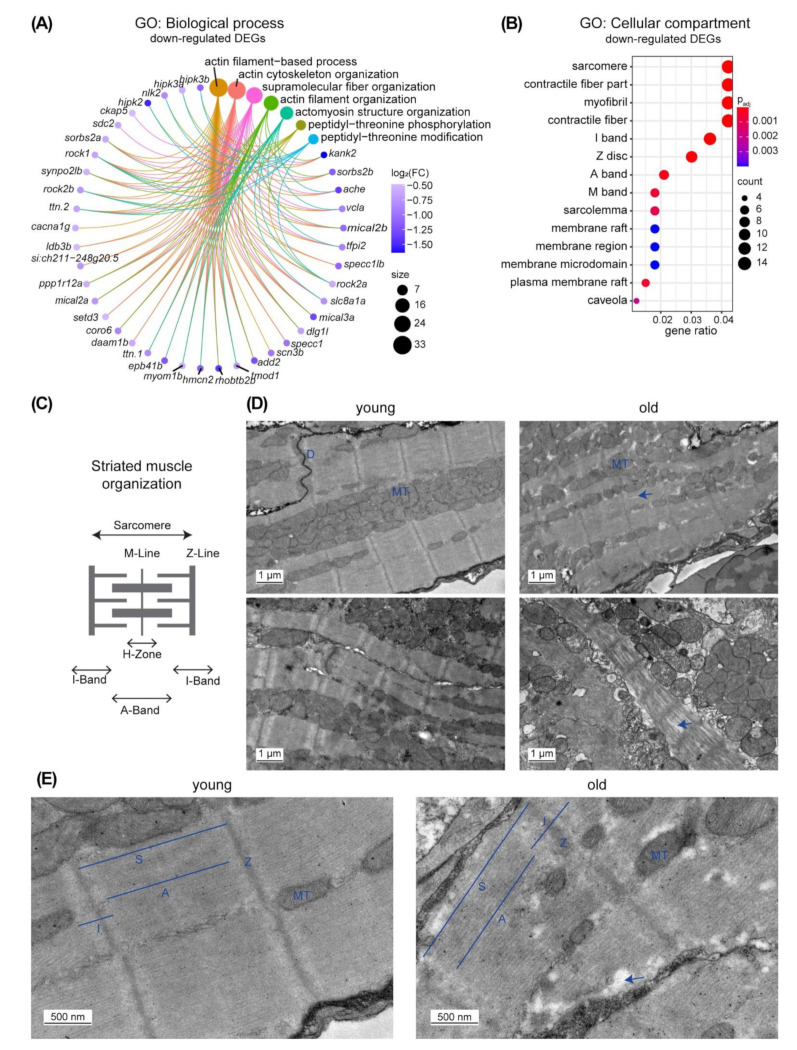
Expression of genes related to the actin filament is changed upon aging. (**A**) Circular plot illustrates the GO terms of the category “biological process” identified as enriched among 488 down regulated DEGs and the respective genes associated with these terms. The size of the GO term circle indicates the number of the genes and the color of the gene circle indicates the fold change (log_2_(FC)) in blue shades. Actin-related terms are prominent. (**B**) Dot plot indicates GO terms of the category “cellular compartments” that are enriched among the 488 down regulated DEGs. The size of the circle indicates the number of the genes, the color the adjusted *p*-value of the GO term analysis. Terms related to muscle structures are prominent. (**C**) Scheme of the striated muscle organization. (**D**) Electron microscopy pictures of the ventricle of 1-year-old (young) and 5-year-old (old) fish indicate changes in muscle organization in old. Scale bars: 1 µm. (**E**) Higher magnification picture of striated muscle organization in young and old. Scale bars: 500 nm. D: Desmosome; MT: Mitochondria; S: Sarcomere; I: I-Band; A: A-Band; Z: Z-Line. Arrows indicate to less dense muscle structures in old.

**Figure 3:**
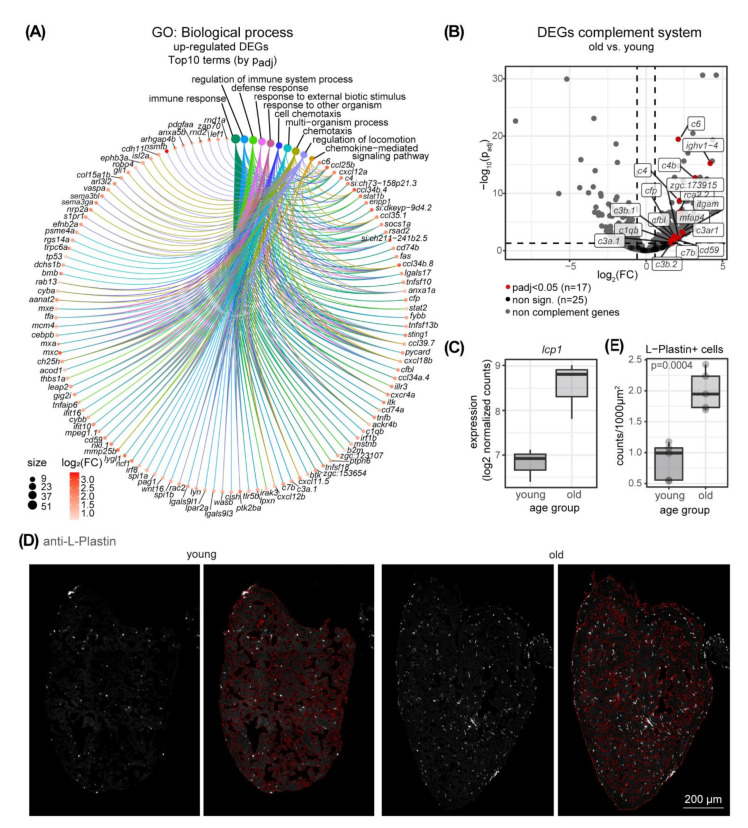
Expression of genes related to the immune system is changed upon aging. (**A**) Circular plot highlights the top 10 (by adjusted *p*-value) GO terms of the category “biological process” identified as enriched among 745 upregulated DEGs and the respective genes associated to these terms. The size of the GO term circle indicates the number of the genes and the color of the gene circle indicates the fold change (log_2_(FC)) in red shades. Immune system-related terms are prominent. (**B**) DEGs encoding components of the complement system are highlighted FC: fold change (**C**) Expression of the pan leukocyte marker gene *lcp1* as log2 of normalized counts in young and old ventricles. *n* = 3. (**D**) Immunostaining of heart sections of old (37 months) and young (8 months) fish for the pan-leukocyte marker L-Plastin. The muscle tissue area that was segmented using ZEN Intellesis, is indicated in red in the respective right panels. Scale bar is 200 µm. (**E**) Quantification of L-Plastin-positive cells (from (**D**)) as counts per 1000 µm^2^ muscle area. *n* = 5; two-sample *t*-test *p* = 0.0004.

**Figure 4:**
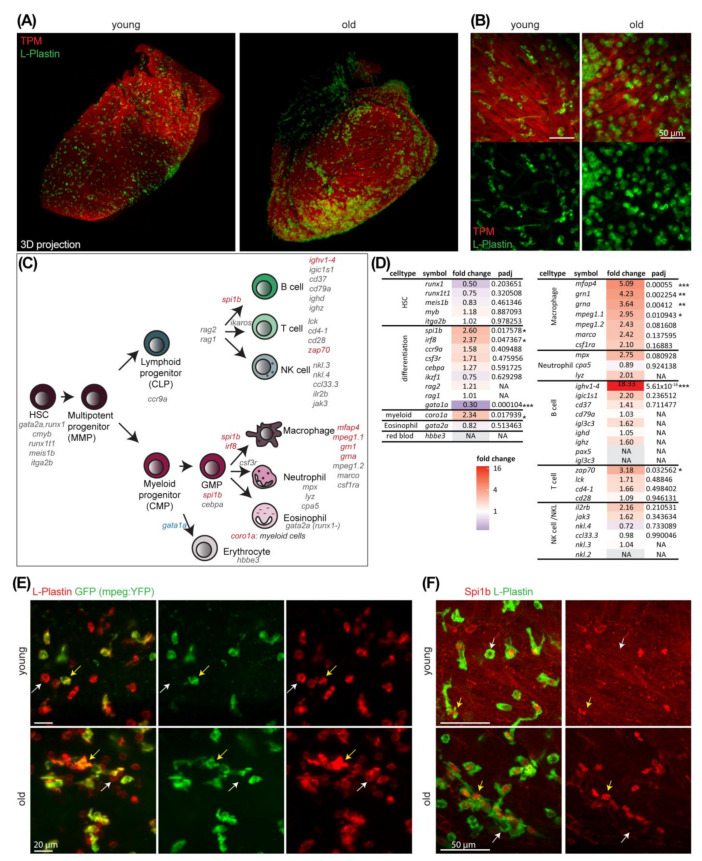
Immune cells accumulate in ventricles upon aging. (**A**) Whole-mount immunostaining of old (4 years) and young (1 year) fish hearts for the pan-leukocyte marker L-Plastin (green) and the muscle marker Tropomyosin (TPM) (red) are shown. Lightsheet microscopy and 3D projection reveal increased cell numbers and cell cluster formation in old hearts. (**B**) Higher magnification images of old and young hearts stained with L-Plastin (green) and TPM (red) reveals that immune cell numbers increase and cell morphology changes to be more roundish in old hearts. Scale bar: 50 µm. Whole-mount immunostaining and lightsheet microscopy. (**C**) Scheme of different immune cell types and their respective lineages in zebrafish. Known marker genes for different cell populations as well as for differentiation into specialized cell types are listed. Genes with significantly up or down regulated expression in old are highlighted in red or blue, respectively. (**D**) Immune cell markers (from (**C**)), their respective fold change with age and adjusted *p*-value (*p*_adj_) are listed (transcriptional profiling from Figure 1, *n* = 3). Fold change values are color-coded with up in red, no change white and down in blue. NA: not available. *: *p*_adj_ < 0.05; **: *p*_adj_ < 0.01, ***: *p*_adj_ < 0.001 (**E**) Whole-mount immunostaining of young (1 year) and old (3 years) fish hearts of a *mpeg:YFP* reporter line for the pan-leukocyte marker L-Plastin (red) and GFP (green) reveals that a large subset of L-Plastin+ cells are mpeg-positive. White arrow indicates a single positive immune cell and yellow arrow indicates a double positive cell. Lightsheet microscopy. Scale bars: 20 µm. (**F**) Whole-mount immunostaining of young (1 year) and old (4 years) fish hearts for the pan-leukocyte marker L-Plastin (green) and Spi1b (red) reveal large subset of L-Plastin cells are Spi1b-positive. White arrow indicates a single positive immune cell and yellow arrow indicates a double positive cell. Lightsheet microscopy. Scale bars: 50 µm.

**Figure 5:**
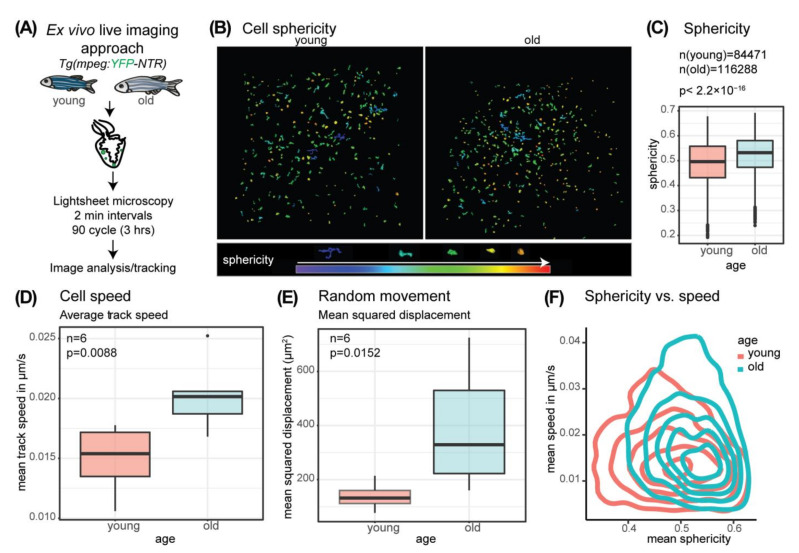
Macrophage morphology and behavior changes with age. (**A**) Schematic overview of the ex vivo live imaging approach using a reporter line expressing YFP under the control of the *mpeg1.1* promoter (**B**) Sphericity of segmented and tracked objects (mpeg+ cells) at timepoint (tp) = 1 is color coded with red as high sphericity (round) and purple/blue as low sphericity. Age young: 12 months, age old: 4 years 7 months. The legend includes a color code for sphericity and representative example cell shapes. (**C**) Comparison of sphericity of all tracked objects (mpeg+ cells) at all time points analyzed in old and young fish hearts reveals a significant shift to higher average cell sphericity in the old. Welch two-sample *t*-test *p* < 2.2 × 10^−16^, age young: 3 × 6 months and 3 × 12 months, age old: 3 × 4 years 7 months and 3 × 5 years. (**D**) The boxplot illustrates the mean track speed of all segmented tracks analyzed per biological replicate. 6 old and 6 young hearts were analyzed. Quantification of average speed of mpeg+ cells in old and young fish ventricles indicate a faster cell movement in old. *n* = 6; two-sample *t*-test *p* = 0.0088, age young: 3 × 6 months and 3 × 12 months, age old: 3 × 4 years 7 months and 3 × 5 years. (**E**) The boxplot illustrates the average mean squared displacement analyzed per heart of 6 old and 6 young hearts. Quantification of mean squared displacement of mpeg+ cells in old and young ventricles reveals a higher random movement in old. *n* = 6, Wilcoxon rank sum test *p* = 0.0152, age young: 3 × 6 months and 3 × 12 months, age old: 3 × 4 years 7 months and 3 × 5 years. (**F**) Density plot showing the average cell sphericity per track vs. average speed per track reveals a shift of cell populations in old towards more roundish and to faster cells.

**Figure 6:**
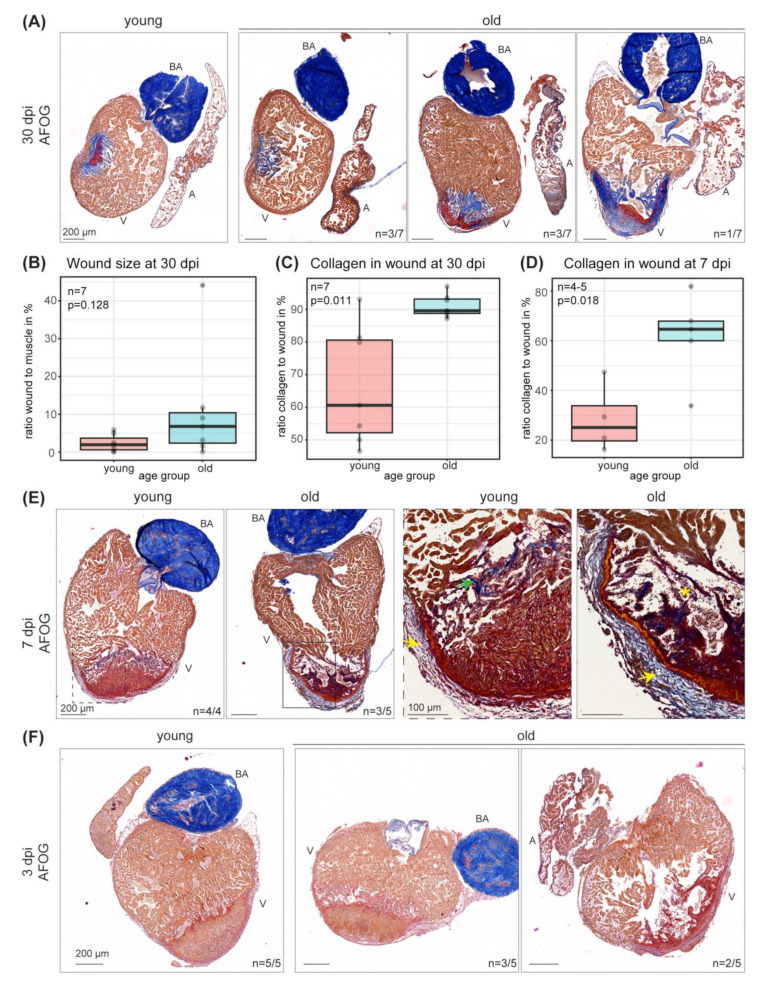
Wound size, regeneration response and collagen deposition changes upon cryoinjury in old compared to young hearts. (**A**) Acid fuchsin orange G (AFOG) staining of representative sections of young and old hearts 30 dpi visualizes the scar area in red (fibrin) and blue (collagen). Intact muscle is stained in orange. Scars display strong differences within the old (3 years 10 months) population as compared to young (1 year 4 months). 4 out of 7 old fish show differences in the injury response compared to young. Scale bars: 200 µm. (**B**) Quantification of the wound as percentage of intact muscle at 30 dpi (from (**A**)). *n* = 7. Wilcoxon rank sum test *p* = 0.128. (**C**) Quantification of collagen in wound (in %) at 30 dpi (from A). *n* = 7. Wilcoxon rank sum test *p* = 0.0111. (**D**) Quantification of collagen in wounds (in %) at 7 dpi (from (**E**)). *n* (young) = 4; *n* (old) = 5; two-sample *t*-test *p* = 0.0177. (**E**) AFOG staining of sections of young (1 year 2 months) and old (4 years 4 months) hearts 7 dpi visualizes the scar area. Scars display differences in young and old (3 out of 5 old). Yellow arrow points towards thickened collagen layer in the region of the epicard. Green arrow points towards collagen accumulation at the wound border in young. Yellow asterisk marks loosened muscle structure. Scale bars: 200 µm in overview and 100 µm in zoom-in. (**F**) AFOG staining of sections of young (9 months) and old (3 years 2 months) hearts 3 dpi visualizes the injured area. A subset of old animals (2 out of 5) show differences in the injury response. Scale bars: 200 µm. A: atrium; BA: bulbus arteriosus; V: ventricle. dpi: days post cryoinjury.

## Data Availability

RNA-seq data generated and discussed in this study have been deposited in NCBI’s Gene Expression Omnibus [69] and are accessible through GEO Series accession number GSE182979 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182979 (accessed on 30 October 2021)).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11030345/s1, Figure S1: Validation of differentially expressed genes in old vs. young ventricles, Figure S2: Cellular senescence in the fish heart. Expression of complement component c6 is associated to ventricle areas close to atrium and bulbus arteriosus, Figure S3: Immune cells are of myeloid origin and accumulate in ventricles upon aging close to vessels and pericardial fat, Figure S4: Mpeg+ cell counts are increased in old, Figure S5: Regeneration response and collagen accumulation is changed in old cryo-injured or sham-treated hearts, respectively, Table S1: All genes analyzed during transcriptome profiling of old and young zebrafish ventricles, Table S2: 520 Ensembl IDs of DEGs of old vs. young ventricles in overlap with DEGs in hearts of klotho mutant vs. wildtype, Table S3: Results of GO enrichment analysis of the GO term category “Biological Process” for down regulated DEGs, Table S4: Results of GO enrichment analysis of the GO term category “Cellular Compartment” for down regulated DEGs, Table S5: Results of GO enrichment analysis of the GO term category “Biological Process” for up regulated DEGs, Table S6: Results of GO enrichment analysis of the GO term category “Cellular Compartment” for up regulated DEGs, Video S1: Movie along z of whole-mount immunostaining of a young (1 year) fish heart, Video S2: Movie along z of whole-mount immunostaining of an old (4 years) fish heart, Video S3: Ex vivo live imaging of a young (6 months) zebrafish heart by lightsheet microscopy, Video S4: Ex vivo live imaging of an old (5 years) zebrafish heart by lightsheet microscopy.

How the deposited data were processed for this re-analysis (not part of the article)

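Ventricles of old zebrafish (4 years) and young zebrafish (7 months) were compared by RNA-Seq, with 3 libraries per age group: replicates 1, 3 and 5 of the old fish and replicates 1, 2 and 5 of the young fish. The authors extracted RNA with trizol, chose the samples of each group by their RNA integrity, prepared poly(A)-selected stranded libraries, aligned the reads to GRCz11 with STAR and counted uniquely mapped reads per Ensembl gene with featureCounts. The deposited table holds these raw counts as whole numbers for 32520 genes in 6 columns, and no column was left without a sample. Reads that mapped to several places or overlapped several genes had been discarded by the authors, so counts of genes with near-identical copies are uncertain. Whether a sample was a single ventricle or a pool is not stated, and each library was treated as 1 replicate.

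The counts of a library summed to between 17742389 and 22547518. A gene with 0 counts in a library may have had up to 3 counts, which is a floor of 0.124 to 0.161 CPM, where CPM are counts scaled by library size and TMM factor. Floors cover counting error only. A group was taken to lie at the floor when each of its libraries had at most 3 counts. A fold against such a group was computed from the mean of the other group against the floor and is given as a bound. This bound leaves out the spread of the other group. In medians given with bounds, genes with both groups at the floor were left out. No pair of libraries was a duplicate of another, which was checked by the correlation of all pairs and by the spread of their differences. The replicate numbers 1 and 5 occur in both age groups, and the deviations of old and young libraries with the same number correlated with -0.03 and 0.03 (Pearson's r, across genes), so the numbers were not treated as pairs except in a setting with the replicate number as a block.

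Tests were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and tables and figures were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The 24835 genes with at least 1 read in any library were normalized by TMM, fitted with edgeR's quasi-likelihood functions with age group as the only factor, and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The design named the fitting function and not its deviance argument. The default of the installed version was taken, and the counts with it (213 genes) and with bias-adjusted deviances (111 genes) had both been seen when that was settled. Gene symbols came from a name table that covers 29201 of the genes, and symbols of the paper that it lacks were matched through Table S1.

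The test was tested on simulated data, with 200 changed genes in each of 4 simulations. With dispersions on the fitted trend, edgeR recovered 74.5 to 78.5% of the changed genes and 1.26 to 5.10% of its calls were false. Of DESeq2's calls, 7.87 to 15.8% were false there. With the genes' own dispersions, 15.3 to 31.6% of its calls were false, against 9.40 to 13.8% with bias-adjusted deviances, 21.2 to 28.3% for DESeq2 and 9.85 to 15.1% for limma-voom. An adjusted p-value near 0.05 is therefore less strict than its name where dispersions vary as in the latter simulations.

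Genes were named when the paper's text names them for these data, when they were needed to state a count of the complement, chemokine or Fig. 4D lists, or when they were among the 3 with the smallest p-value in each direction without overlap between the groups. *fhl2b*, *smpx*, *c7a*, *cfd*, *c8a*, *c9* and the *c3* and *itgam* copies were added after their values had been seen. Results for some genes that the paper names are not reported here. Lists of genes were tested with limma's camera (preset correlation 0.01), and again with an estimated correlation and with fry. They covered complement, chemokine ligands, the markers of Fig. 4D and their cell types, and sarcomere genes. Another 13 lists, adjusted together, stood for cardiomyocytes, erythrocytes, thrombocytes, liver, adipocytes, bulbus smooth muscle, atrium, endothelium, epicardium and fibroblasts, female tissue, interferon response, proliferation and scar collagen. These lists were written before the data were examined, as were the main test and the alternatives for normalization, filtering, tool, block, gene set and each library left out. Bias-adjusted deviances, a robust fit and DESeq2's shrunken fold changes were added later.

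The copy of Table S1 used here holds 1998 of 22912 genes, so comparisons with it cover these only. Tables S2 to S6 list genes called on these same libraries, and counts over them are descriptions. The paper's list of 42 complement components was not used here. Gene order along chromosomes was taken from the GRCz12tu assembly, in which 17797 of the tested genes were placed by symbol. Data on the *klotho* mutant, the single cell marker sets, the in situ hybridizations, the stainings and the regeneration experiments were not analysed here.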

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

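The tests of single old libraries named here were chosen only after the results were seen, and were changed from camera to fry after camera's values had been seen; that the unadjusted fry values decide was settled after the adjusted ones had been seen too.

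Genes of cell proliferation, which the paper does not discuss for these libraries, were higher in old ventricles. Of 11 listed genes 10 rose, with a median log2 fold change of 1.52, and *mki67* and *top2a* passed the threshold of edgeR's test. With p-values adjusted over the list alone, 7 passed. Adjusted over the 13 lists, camera gave 2.5e-09, an estimated correlation 0.149, and fry stayed under 0.05. A single old library as the sole source is argued against. With each old library left out, 10 of the 11 genes were higher, with medians of 1.32 to 1.75, and in 7 of the 11 genes all old libraries lay above all young ones, where chance gives 10% for both directions together. Fry, not adjusted over the lists, gave at most 0.0173 in these fits. Adjusted over the 13 lists, it gave 0.0459 with all libraries, 0.106 without old replicate 1, 0.0973 without old replicate 3 and 0.0491 without old replicate 5. Camera, adjusted over the 13 lists, gave 5.5e-06, 4.5e-07 and 1.1e-09 in these fits. The same rise may come from dividing immune cells or from dividing heart cells, and the bulk counts cannot separate these, so no cell type was assigned. Reads shared between copies and a batch that follows age were not tested.

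Interferon response and antigen processing genes, also outside those the paper discusses, had a median log2 fold change of 2.46, or 2.03 with bounds for genes near the floor. Of 18 genes 17 were higher, 3 passed the threshold (*psmb12*, *psmb8a* and *stat1b*), and 17 passed when adjusted over the list alone. Adjusted over the 13 lists, camera gave 1.9e-19, fry 0.0492 and an estimated correlation 0.149. A virus or another infection in the old fish was not tested, and neither was a batch. The genotypes of the fish were not analysed, so a difference in genetic background also stays open for these genes. Age remains one of the open explanations.

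3 genes with the smallest p-values among the up-regulated genes are not discussed in the paper: *steap4* with a log2 fold change of 5.21, *pigp* with 3.99 and *si:dkey-286j15.1* with 3.31. All 3 old libraries lay above all 3 young ones for each, and each passed the threshold in all 16 other settings. A variant between the parents of the 2 age groups, which would move the reads of single genes, was not excluded. If called genes shared haplotypes, they would lie next to each other. With tandem copies left out, 16 of the called genes had a called neighbour of the same direction within 5 genes, against 9.86 in random draws (permutation p = 0.109). With these copies kept it was 20 against 10.1 (permutation p = 0.0258), and within 1 gene 6 against 2.13 (permutation p = 0.0882). Among the 1229 genes called by DESeq2, 364 had such a neighbour against 317 in random draws (permutation p = 0.007). The order used holds 87.3% of the genes called by edgeR. The fish came from matings of 2 strains, so haplotypes differ among them. A difference in genetic background and an effect of age cannot be told apart for these genes, because the genotypes of the fish were not analysed here. The same holds for the 3 down-regulated genes with the smallest p-values, ENSDARG00000115161, *grhl2b* and *si:ch211-265g21.1*.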

How the results depend on the processing

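The settings legacy=FALSE and robust=TRUE of edgeR's fit, and DESeq2's shrunken fold changes, were chosen after the data had been seen. The causes of the changes below were not tested. Set test values of the 13 lists are adjusted over these lists unless stated, and those of the other lists are not adjusted.

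The default edgeR fit called 213 genes (129 up and 84 down). Both this count and the 111 of legacy=FALSE had been seen before the default was settled on. In that setting 72 genes were up and 39 down, with 2 chemokine ligands, 1 up and 0 down among the markers of Fig. 4D, 0 of the sarcomere list, 31 up and 11 down of Table S2, 0 of the actin filament-based process genes of Table S3 and 7 of the immune response genes of Table S5. With robust=TRUE 1 marker of Fig. 4D was up, and 4 when adjusted over the list alone. Counts of 0 in this part stand beside 16 sarcomere genes and 32 genes of Table S3 with an unadjusted p-value under 0.05 in the default fit.

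The DESeq2 Wald test called 1229 genes (743 up, 486 down), including all 213. It called 13 complement genes, 16 of Fig. 3B, 10 chemokine ligands, 10 markers of Fig. 4D up, 1 sarcomere gene up and 9 down, 357 up and 160 down of Table S2, 32 of Table S3, 50 of the Table S5 and 38 of the Table S6 immune response genes. limma-voom called 94 (54 up, 40 down), 80 of them shared, with 3 chemokine ligands, 1 up and 0 down in Fig. 4D, 0 sarcomere genes, 15 up and 9 down of Table S2, 0 of Table S3, 5 of Table S5 and 6 of Table S6. Adjusted over the list alone, limma-voom called 8 complement genes and 2 markers of Fig. 4D. Its set tests gave 0.0590 for T cell markers, and 0.995 and 0.972 with reversed direction for epicardium and fibroblast and for scar collagen.

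Scaling by library size only left 44 genes down, 0 down in Fig. 4D, 1 sarcomere gene down, 15 down of Table S2 and 1 of Table S3. This scaling shifted the median gene by 0.18. The T cell markers then had a p of 0.0753, the thrombocyte list 0.918 and the liver list 0.815 with reversed direction, and the female list 0.0251, past the threshold. DESeq2 size factors called 208 genes, 207 of them shared, and leaving out mitochondrially encoded and haemoglobin genes 211.

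With filterByExpr 111 genes were called (73 up, 38 down), with 2 chemokine ligands, 1 up and 0 down in Fig. 4D, 0 sarcomere genes, 31 up and 11 down of Table S2, 0 of Table S3 and 7 of Table S5; the thrombocyte (0.934) and adipocyte (0.599) lists reversed. With at least 10 reads summed, 65 were called (41 up, 24 down), with 2 chemokine ligands, 1 up and 0 down in Fig. 4D, 0 sarcomere genes, 15 up and 6 down of Table S2, 0 of Table S3, 4 of Table S5, 5 of Table S6 and a T cell p of 0.0640.

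With the replicate block, in which old and young samples share only a number, 126 genes were called (39 down) and 58 of these were shared with the 213. It called 7 complement genes, 8 of Fig. 3B, 3 chemokine ligands, 6 up and 0 down in Fig. 4D, 0 sarcomere genes, 36 up and 10 down of Table S2 and 1 of Table S3. Direction reversed for the cardiomyocyte (0.998), liver (0.643), atrium (0.798) and scar collagen (0.946) lists. Old replicate 3 and young replicate 2 have numbers of their own and are absorbed by their blocks, so the age effect of this fit rests on replicates 1 and 5 of each group.

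Leave-one-out counts ran from 19 (10 up, 9 down; without young replicate 2) to 412 (252 up, 160 down; without old replicate 1). Without young replicate 2 there were 1 complement gene, 2 of Fig. 3B, 1 chemokine ligand, 1 up and 0 down in Fig. 4D, 0 sarcomere genes, 3 up and 1 down of Table S2, 0 of Table S3, 2 of Table S5, 2 of Table S6, and over the list alone 5 complement genes and 1 marker of Fig. 4D. Without old replicate 3 there were 7 complement genes, 9 of Fig. 3B, 5 chemokine ligands, 8 up and 1 down in Fig. 4D, 99 up of Table S2, 23 of Table S5, 19 of Table S6, and over the list alone 15 complement genes and 16 markers. Without old replicate 1, 41 of Table S2 were down and 5 of Table S3. Without young replicate 5, 2 sarcomere genes were down.

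Leave-one-out set tests ranged as follows: T cell 0.00698 (without old replicate 3) to 0.208 (without young replicate 5), NK cell 0.0116 (without old replicate 3) to 0.563 (without old replicate 1), thrombocyte 0.540 (without young replicate 2) to 0.992 (without young replicate 1), liver 0.145 (without young replicate 1) to 0.995 (without young replicate 5, reversed), bulbus smooth muscle 0.0233 (without old replicate 3) to 0.214 (without young replicate 1), atrium 0.434 (without young replicate 5) to 0.989 (without old replicate 3), epicardium and fibroblast 0.540 (without young replicate 2) to 0.989 (without old replicate 3, reversed) and female 0.00258 (without young replicate 5) to 0.692 (without young replicate 1).

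The complement, chemokine and sarcomere lists stayed under 0.05 in each of the 15 other settings of the set test, with highest p-values of 0.00664, 0.0237 and 0.0117 under camera with an estimated correlation. Camera with that correlation gave 0.170 for the Fig. 4D markers, 0.0833 for macrophage, 0.0573 for B cell and 0.134 for T cell markers. Adjusted over the 13 lists, it gave 0.305 for erythrocytes and 0.149 for interferon and for proliferation. Unadjusted, as for the complement, chemokine and sarcomere lists, these were 0.0772, 0.0227 and 0.0229. With fry the values were 0.0892 for the Fig. 4D markers, 0.0665 for macrophage and 0.0628 for T cell markers. Adjusted over the 13 lists, fry gave 0.237 for erythrocytes (0.0728 unadjusted) and 0.918, reversed, for thrombocytes. The other tissue lists had camera values, adjusted over the 13 lists, of 0.557 (cardiomyocyte), 0.962 (thrombocyte), 0.951 (liver), 0.739 (adipocyte, atrium, endothelium, scar collagen), 0.0806 (bulbus smooth muscle), 0.956 (epicardium and fibroblast) and 0.0707 (female).

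For the neighbours of called genes along chromosomes, 1 gene on either side gave permutation p = 0.0882 and leaving tandem copies out gave permutation p = 0.109, against permutation p = 0.0258 with 5 genes.

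Across 35 single genes and 590 pairs of gene and setting, 497 calls were the same, 71 were weaker, 22 stronger and 0 reversed in direction. Those weakened most often were without young replicate 2 (12 genes), with at least 10 reads summed (9), and without young replicates 1 (9) and 5 (8), and DESeq2 strengthened 7.

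Among the 10 splits of the libraries into 3 and 3, the real one gave 213 genes with edgeR, and the other 9 gave 0 to 3; with DESeq2 it gave 1229 and the others 7 to 129. A share under 0.1 cannot be reached by 10 splits. The complement, chemokine and sarcomere set tests were as large in 1 of 10 splits, the real one, and the Fig. 4D markers in 3 of 10. For these markers, old replicates 1 and 5 with young replicate 1 gave 2.2e-18 and with young replicate 2 gave 1.0e-10. The former split also gave small camera values for chemokine ligands (8.9e-12, against 1.5e-13 in the real one) and complement (2.4e-07, against 8.0e-10). For these lists, a small camera value alone therefore does not show a split by age. The smallest sarcomere value of a mixed split was 0.00064.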

Differences from the paper's values

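None of the comparisons here was set up to approach the paper's values, and the shrunken fold changes were chosen after seeing the values.

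The paper's numbers of regulated genes were larger than those of edgeR's test. The paper's total is 1233 against 213 here, with the paper's 745 up against 129 and the paper's 488 down against 84. DESeq2's Wald test, which the paper's methods name, gave 1229, 743 and 486, and was the only one of the alternatives set before the data were examined to close these gaps. DESeq2 size factors, library size only, filterByExpr, at least 10 reads summed, limma-voom, the replicate block, the fit without mitochondrially encoded and haemoglobin genes and each fit with a library left out did not.

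For complement, the paper counts 17 regulated genes of its own list, against 4 of a list of 44 genes here, so the lists are not the same. With DESeq2's Wald test the number here was 13, which narrows the gap on these different lists, and the other alternatives set before the data were examined stayed further from the paper's number. Fig. 4D shows about 9 markers as significantly higher, read by eye, against 2 here. The DESeq2 Wald test (10) and the fit without old replicate 3 (8) came within 1 of this number. The replicate block, whose age effect rests on replicates 1 and 5 of each group, narrowed the gap with 6 markers and did not close it. The other alternatives set before the data were examined stayed further away.

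The paper's log2 fold change of *c3ar1* is 2.13, against a fitted 3.54 here, where the young group lies at the floor and the gene is at least 6.89-fold higher. For *itgam.2* the paper's value is 2.40, against 3.92 here, while for the other copy, *itgam.1*, the paper's 1.40 and the 1.56 here do not differ by more than their errors. None of the alternatives set before the data were examined closed either gap, with values of 3.04 to 3.88 for *c3ar1* and 3.37 to 5.02 for *itgam.2*. Table S1 holds shrunken fold changes, a different scale. On that scale, with shrinkage in DESeq2 chosen after seeing the values, *c3ar1* was 1.51 and *itgam.2* 1.70, which still differ from the paper's values. Across the genes of the Table S1 copy the shrunken values correlated with Pearson's r of 0.991, with a median absolute difference of 0.163.

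The paper calls *spi1b*, *mpeg1.1*, *c3ar1* and *itgam* regulated, and edgeR's test did not, with adjusted p-values of 0.121, 0.116, 0.0584 and 0.0586 (*itgam.2*). DESeq2's Wald test called each of these 4, with adjusted p-values of 0.0176, 0.0110, 0.00595 and 0.000931. *mpeg1.1* was also called with the replicate block (0.0484), *spi1b* without old replicate 3 (0.0360) and *c3ar1* without old replicate 5 (0.0372). *itgam.2* was called without old replicate 1 (0.0164), with library size only (0.0496) and with robust=TRUE (0.0436), which was chosen after seeing the values. The second copy, *itgam.1*, was called by DESeq2 alone (0.00245). Of the 16 matched genes that Fig. 3B shows as regulated, 5 passed edgeR's threshold and all 16 passed that of DESeq2. Of the 1232 genes with a paper's adjusted p-value under 0.05 in the Table S1 copy, DESeq2 called 1228 here and edgeR 213.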

Other observations

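The tests of liver tissue, cell shares, normalization, red blood cells, mitochondria and single old libraries were chosen only after the results were seen, while gene length, haplotypes and the splits of the libraries were set beforehand.

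Immune genes were higher in old ventricles, and several technical sources were argued against. Liver tissue in the old samples would bring its abundant transcripts, but the median of 14 liver genes in old ventricles was 0.108 CPM, 12 of them lay under 1 CPM, and the highest, *tfa*, had 18.8 CPM. A lower share of cardiomyocytes would raise every other cell type alike, but endothelial, epicardial and fibroblast genes had a median log2 fold change of -0.19, with the highest of 17 at 1.31, and 20 of 25 interferon and macrophage genes lay above all of them. TMM normalization is argued against as the whole source, since with library size only 37 of the 44 complement genes were higher and their median log2 fold change was 1.67, against 1.49 with TMM. This follows from the scaling factors and is no independent test, since leaving out TMM moved the median expressed gene up by 0.18. What stays open is a batch that follows age, a different genetic background, a higher number of immune cells and higher expression within cells. Age cannot be told apart from the first of these, because no labels of RNA extraction or library batches are given; the libraries were pooled for sequencing.

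Old replicate 3 had the lowest macrophage markers of the old libraries, with *marco* at 13.4 CPM against 213 and 91.6. All 7 markers stayed higher with each old library left out. The fry test gave 0.146 without old replicate 1, 0.0221 without old replicate 3 and 0.156 without old replicate 5, where it already gave 0.0665 with all libraries. Camera with its preset correlation gave 3.8e-05, 1.2e-10 and 7.2e-06 in the same fits, but it also gave small values for splits that mix the ages (2.2e-18 for the Fig. 4D markers). A rise that rests on single old libraries and a rise in all old fish therefore cannot be told apart by these tests. Neutrophil markers were high in old replicate 5 alone, with *lyz* at 29.5 CPM.

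Sarcomere genes were lower in old ventricles, with a median log2 fold change of -0.38. A bias by gene length was examined only through gene span in the GRCz12tu assembly, and transcript length was not tested. For the 28 sarcomere genes with a span, camera was run on fold changes divided by their standard errors. It gave p of 4.2e-08 before and 3.7e-08 after the trend on span (Spearman's rho -0.169) was removed, which argues against a bias by span. A lower share of cardiomyocytes cannot be told apart from lower expression within cells, since other cardiomyocyte genes had a median of -0.10 and went both ways. With library size only, 1 sarcomere gene was lower and past the threshold, against 2 with TMM. The list as a set stayed lower with that scaling (camera p of 2.4e-05).

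Mitochondrially encoded genes were lower, with 13 of 13 lower and a median of -0.51. None passed the threshold over all genes, and 11 passed when adjusted over the list alone. Without adjustment over lists, camera gave 1.6e-07, fry 0.0234 and an estimated correlation 0.162. The summed nuclear genes of oxidative phosphorylation changed by -0.0585 on the log2 scale, at 38233 ± 2270 CPM (SD, n = 3) in old and 39815 ± 4480 (SD, n = 3) in young ventricles. The mitochondrial sum changed by -0.53. Leaving out TMM shifted the median expressed gene by 0.18, so the size of this fall depends on the normalization. Transcripts of nuclear genes do not count mitochondria, so fewer mitochondria stay open as a source. RNA quality and handling were not tested.

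The fall of *gata1a* may come from fewer red blood cells in the old samples, as 9 of 9 erythrocyte genes fell with a median of -1.36. Adjusted over the 13 lists, camera gave 2.5e-09, while an estimated correlation and fry gave 0.305 and 0.237. How much blood was left in a sample depends on dissection, which was not tested, so fewer cells and a change in their production stay open.

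Single libraries carried other signals. *myh6*, an atrial gene, had 301 CPM and *vtg1* 29.1 CPM in young replicate 1, far above the other libraries. A remnant of the atrium and a female fish are untested sources for these. *fn1a* rose by 2.05 on the log2 scale while *col1a1a* fell by 0.51, and actin terms occur among both the higher and the lower genes of the paper's tables. No biological explanation was tested for these.

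The actin terms and the complement genes of Fig. 3B hold genes of other roles, such as *ighv1-4* and *mfap4*, which the paper counts with complement.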
